# Transcriptome and proteome analysis of innate immune responses to inactivated *Leptospira* and bivalent *Leptospira* vaccines in canine 030-D cells

**DOI:** 10.1038/s41598-022-16457-z

**Published:** 2022-08-04

**Authors:** Andreja Novak, Jeroen L. A. Pennings, Larissa van der Maas, Hugo D. Meiring, Irene Ludwig, Saertje Verkoeijen, Victor Rutten, Femke Broere, Arjen Sloots

**Keywords:** Inactivated vaccines, Bacterial infection, Monocytes and macrophages, Innate immunity

## Abstract

Mandatory potency testing of *Leptospira* vaccine batches relies partially on in vivo procedures, requiring large numbers of laboratory animals. Cell-based assays could replace in vivo tests for vaccine quality control if biomarkers indicative of *Leptospira* vaccine potency are identified. We investigated innate immune responsiveness induced by inactivated *L. interrogans* serogroups Canicola and Icterohaemorrhagiae, and two bivalent, non-adjuvanted canine *Leptospira* vaccines containing the same serogroups. First, the transcriptome and proteome analysis of a canine monocyte/macrophage 030-D cell line stimulated with *Leptospira* strains, and vaccine B revealed more than 900 DEGs and 23 DEPs in common to these three stimuli. Second, comparison of responses induced by vaccine B and vaccine D revealed a large overlap in DEGs and DEPs as well, suggesting potential to identify biomarkers indicative of *Leptospira* vaccine quality. Because not many common DEPs were identified, we selected seven molecules from the identified DEGs, associated with pathways related to innate immunity, of which CXCL-10, IL-1β, SAA, and complement C3 showed increased secretion upon stimulation with both *Leptospira* vaccines. These molecules could be interesting targets for development of biomarker-based assays for *Leptospira* vaccine quality control in the future. Additionally, this study contributes to the understanding of the mechanisms by which *Leptospira* vaccines induce innate immune responses in the dog.

## Introduction

Leptospirosis is a global zoonotic disease caused by invasive Gram-negative *Leptospira* (*L.)*. Based on the carbohydrate structure of their lipopolysaccharides (LPS), more than 200 serovars have been identified of which many are of unknown clinical relevance^1^. According to literature, only 6–8 serogroups are known to cause disease in dogs^2^. Because of the zoonotic potential and severity of disease, vaccination of cattle, pigs and dogs is widely used to protect both humans and animals against leptospirosis^3^. Commercially available canine *Leptospira* vaccines are bi- or multivalent and consist of chemically or physically inactivated whole bacterial cell vaccines (bacterins). *Leptospira* vaccines are serovar specific and annual revaccination is required to maintain immunity^4^. Bivalent vaccines containing whole-inactivated *L. interrogans* serogroups Icterohaemorrhagiae and Canicola^5,6^ have been on the market since the 1960s^4^. More recently, multivalent canine *Leptospira* vaccines additionally containing inactivated serogroups Grippotyphosa and Australis were developed to protect against a broader range of *Leptospira* serogroups^7^.

Potency testing of human and veterinary vaccine batches is mandatory prior to release to the market to ensure that the quality of each batch meets the regulatory requirements^3^. Potency tests of non-replicating vaccines traditionally assess the immune response to the vaccine by serology or challenge tests in target or laboratory animals^8^. Concerns for animal welfare while performing animal-based potency assays, as well as costs, duration and poor reproducibility of these quality control assays, stimulated implementation of the 3R’s concept (reduction, refinement, and replacement) in regulatory testing of vaccines^9,10^. Furthermore, the implementation of product monitoring systems such as good manufacturing practice (GMP) and quality assurance (QA), as well as process standardization improved consistency in the traditional vaccine batch production pipeline. Together, these developments allow replacement of traditional animal-based potency assays of inactivated vaccines by cell-based in vitro potency tests for batch consistency^9,11^. Recently, several studies focused on identifying biomarkers indicative of consistent vaccine batch production^12–14^ or vaccine-induced immune responses^15–17^, in attempts to develop non-animal based potency tests for vaccine quality control.

Potency testing of canine *Leptospira* vaccines relies on a Golden Syrian hamster challenge test where vaccinated and non-vaccinated animals are challenged with a live *Leptospira* strain. Because of the large number of laboratory animals used and the pain and distress inflicted on the animals by this approach^3,18,19^, serovar specific monoclonal antibodies, recognising LPS epitopes were used in an enzyme-linked immunosorbent assay (ELISA) to quantify *Leptospira* antigen present in bacterins, as a potency assay^20–23^. ELISAs were validated for the quantification of serovars Canicola and Icterohaemorrhagiae present in non-adjuvanted canine *Leptospira* vaccines^24^, comply with regulatory requirements^25^ and are currently widely used by *Leptospira* vaccine manufacturers. Although the LPS-based ELISA is a reproducible and affordable alternative to the hamster potency assay^20–24^, it quantifies a single epitope per individual serovar of the vaccine and does not provide information about antigen processing or immune activation by the vaccine^26–28^. In addition, all vaccine components must be tested separately, diminishing the cost-advantage of an ELISA-based in vitro assay. Therefore, a cell-based assay assessing the functional immunostimulatory capacity of a vaccine could be a valuable tool, additional to the ELISA, for quality control of *Leptospira* vaccine batches in vitro*.*

The innate immune system is part of the early host defence against invading pathogens. Upon vaccination or infection, microbe-associated molecular patterns (MAMPs) present in the vaccine or the pathogen, trigger host innate immune responses through pattern recognition receptors (PRRs) expressed on several cell types including innate immune cells such as neutrophils, NK cells, monocytes, macrophages and dendritic cells^29^. In previous studies the canine 030-D cell line^30^ was proposed as a model to study innate immune responses in dogs in vitro^31,32^. Furthermore, a cell line is a stable alternative for the development of an in vitro assay. In the present study, we stimulated the 030-D cell line with inactivated bacteria of *L. interrogans* serogroups Canicola and Icterohaemorrhagiae, and two non-adjuvanted bivalent canine *Leptospira* vaccines containing the same inactivated *Leptospira* serogroups to investigate *Leptospira* vaccine-induced responses on the transcriptome and proteome level using RNA sequencing and mass spectrometry. Firstly, our findings contribute to the understanding of molecular mechanisms by which non-adjuvanted canine *Leptospira* vaccines induce innate immune responses in the dog. Secondly, this study identified several molecules, including CXCL-10, IL-1β, SAA, and complement factor C3, that could serve as markers for *Leptospira* vaccine quality and, therefore, may be interesting targets for the development of a biomarker-based in vitro assay for quality assessment of multivalent canine *Leptospira* vaccines.

## Materials and methods

### *Leptospira* strains and vaccines

Inactivated *L. interrogans* serogroup Canicola serovar Portland-vere (strain Ca-12-000) and *L. interrogans* serogroup Icterohaemorrhagiae serovar Copenhageni (strain Ic-02-001), bivalent *Leptospira* vaccine containing these two *Leptospira* strains (vaccine B), and excipient containing all vaccine components except the antigen were kindly provided by a pharmaceutical company that is part of the VAC2VAC consortium (http://www.vac2vac.eu/), hereafter referred to as company B. A second bivalent *Leptospira* vaccine containing inactivated *L. interrogans* serogroup and serovar Canicola strain 16,070 and *L. interrogans* serogroup and serovar Icterohaemorrhagiae strain 16,069 (vaccine D) was kindly provided by another pharmaceutical company also participating in the VAC2VAC consortium, hereafter referred to as company D.

### Stimulation of 030-D cells with inactivated *Leptospira* strains and vaccines

The canine 030-D cell line, derived from a canine malignant histiocytosis^30^, was cultured at 37 °C and 5% CO_2_ in culture medium consisting of RPMI-1640 (Gibco) supplemented with 10% heat-inactivated fetal bovine serum (FBS; Gibco), 100 U/ml penicillin, 100 µg/ml streptomycin and 300 ng/ml L-glutamine (all Gibco). For stimulation assays, 4 × 10^6^ 030-D cells were seeded in 25 cm^2^ flasks (Greiner) in 5 ml culture medium and incubated over night at 37 °C and 5% CO_2_. Cells were stimulated in 12 replicates with predetermined highest dose (or lowest dilution) that did not induce toxic effects, but still induced cytokine expression of the inactivated whole-cell preparations of *L. interrogans* serogroup Canicola or Icterohaemorrhagiae (1:10 dilution), excipient (1:200 dilution) as non-antigen control and bivalent *Leptospira* vaccine (1:200 dilution) (all company B). Furthermore, the 030-D cell line was stimulated with an additional bivalent *Leptospira* vaccine, produced by company D (1:50 dilution). Cells were incubated for 8 or 24 h at 37 °C and 5% CO_2_ and harvested for transcriptome or proteome analyses in three replicates per time-point. In addition, unstimulated control (medium only) 030-D cells were harvested after 0, 8 and 24 h incubation.

### RNA isolation

Cells were harvested from three replicates for each condition at 8 and 24 h stimulation and centrifuged 5 min at 300×*g*. The pellet was suspended in 200 µl PBS and lysed in 550 µl Lysis/binding buffer (Roche) supplemented with 1% DTT (Sigma Aldrich). Cell lysates were stored at − 80 °C until RNA isolation with the MagNA Pure LC RNA isolation kit-High performance (Roche) on the MagNA Pure LC 2.0 instrument following the manufacturer’s protocol. Isolated RNA samples were quantified using UV spectroscopy (Take3 module, Synergy Mx, BioTek, Winooski, USA). RNA integrity was analysed by agarose gel electrophoresis using 2% E-Gel EX pre-stained gels (Thermo Fischer Scientific).

### RNA sequencing and data analysis

For library preparation, total RNA and ERCC RNA Spike-In Mix 1 (Thermo Fisher Scientific) were combined. Poly-A enrichment was done with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs). RNA-Seq libraries were generated using the NEBNext Ultra II Directional RNA Library Prep Kit and NEBNext Multiplex Oligos for Illumina (Unique Dual Index Primer Pairs) (New England BioLabs) following manufacturers’ protocols. The size distribution of the libraries with indexed adapters was assessed with Agilent D1000 ScreenTapes on a 2200 TapeStation System (Agilent Technologies). The libraries were quantified using the NEBNext Library Quant Kit for Illumina (New England BioLabs) on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific) following manufacturers’ protocols. The 75 bp libraries were sequenced using a NextSeq 500/550 High Output Kit (75 Cycles) on a NextSeq 550 Sequencing System (Illumina) at MAD: Dutch Genomics Service & Support (University of Amsterdam, The Netherlands). The first read of the paired-end reads were used for data analysis. These FASTQ files were treated as single reads by our RNA-Seq pipeline. Raw FASTQ files were then subjected to a quality control procedure using FastQC (version 0.11.5) (www.bioinformatics.babraham.ac.uk/projects/), and checked for any biases and outliers such as library size, read length distribution, mean read quality distribution and mean quality for each position in the read as well as base frequency for each position in the read. Next, FASTQ reads were mapped to the dog genome (genome assembly: CanFam3.1, release 97) using STAR (version 2.5.3a)^33^. The number of mapped reads were counted for each gene and compiled into an expression matrix using featureCounts (version 1.6.0)^34^. This resulted in a table with gene counts for 32,705 genes. Complete raw fastq data, count data, and metadata from this publication are available at GEO (www.ncbi.nlm.nih.gov/geo/) under accession number GSE192945. Further statistical data analysis and visualization was done in R statistical software (version 3.6.0) (www.R-project.org)^35^. R packages used included DESeq2, limma, and gplots. Genes that had zero counts in all samples were considered unexpressed and discarded from further analysis. Gene count data were normalized using a variance stabilizing transformation (VST) on the remaining 21,448 genes. Differential gene expression was determined by means of a one-way ANOVA between different treatment conditions at 8 h and 24 h. Genes were considered to be significantly differentially expressed if the raw p-value was < 0.001, the adjusted p-value was < 0.05 (based on the Benjamini–Hochberg False Discovery Rate (FDR))^36^ and the absolute Fold Change (FC) compared to the unstimulated control was > 2. Genes with the absolute FC > 16 were considered highly expressed. Sets of differentially expressed genes (DEGs) were compared with a Venn diagram or scatter plot. Additional visualization of the data was done using a heatmap combined with hierarchical clustering (using Euclidean distance and Ward linkage). For a comparison of gene expression in the 030-D cell line to that in various human blood cell types, gene count data were converted to transcripts per million (TPM) values and analysed with the shiny app using the ABIS RNA seq tool (https://giannimonaco.shinyapps.io/ABIS/)^37^. Cellular functions and pathways over-represented in the DEG list were assessed using DAVID Bioinformatics Resources 6.8^38,39^ and KEGG database (https://www.kegg.jp/kegg/kegg1.html)^40^.

### Protein digestion, labelling and LC–MS/MS analysis

At each time point, cells were harvested from 3 replicates for each condition, centrifuged 5 min at 300*g* and resuspended in 100 µl 50 mM phosphate buffer (Sigma Aldrich). Proteins were denatured by adding RapiGest SF Surfactant (Waters Corporation, USA) to a final concentration of 0.1% (w/v) and incubation at 80 °C in a water bath for 30 min after which the samples were stored at − 80 °C until protein digestion. The protein content was determined by assessing UV absorbance at 280 nm on a Nanodrop spectrophotometer (Thermo Fisher Scientific) according to the manufacturer’s instruction. Protein digestions were performed on samples containing 200 µg/ml protein in 100 mM phosphate buffer pH 7.4 (Sigma Aldrich) with the addition of 2 µl of 0.1 mg/ml Lys-C (Roche) and incubation for 4 h at 37 °C, followed with an addition of 2 µl of 0.4 mg/ml trypsin (Promega) and overnight incubation at 37 °C. Dimethyl labelling was used for the quantitative analysis of protein expressions by mass spectrometry as previously described^15^ with minor modifications. Native formaldehyde (CH_2_O with M = 30.03 g/mol; Sigma Aldrich) and sodium cyanoborohydride (NaCNBH_3_; Sigma Aldrich) were used at final concentrations of 45 mM for “light” labeling of digested samples. The deuterated formaldehyde (CD_2_O with M = 32.04 g/mol; Sigma Aldrich) and NaCNBH_3_ were used at final concentrations of 45 mM for “heavy” labelling of the internal standard (“Common reference”). The labelling of samples and Common reference was performed at 37 °C for 2 h. Each “light”-labeled sample was mixed with an aliquot of the “heavy”-labeled Common reference, based on equal protein amounts for the “light” and “heavy”-labeled samples. The LC–MS/MS analysis was performed exactly as previously described^15^.

### Processing of the LC–MS/MS data

LC–MS data were processed with PEAKS X (Bioinformatics Solutions Inc., Canada) against the *Canis lupus familiaris* database (Taxonomy ID = 9615, www.uniprot.org) containing 45,351 entries for protein identification. Enzyme specificity was set to trypsin (semispecific) with a maximum of 3 missed cleavages. The parent mass error tolerance and fragment mass error tolerance for ions were set to 20 ppm and 0.6 Da, respectively. Static modifications were carbamidomethylation on Cys (+ 57.02 Da), dimethylation on Lys and the peptide N-termini (+ 28.0313 Da and + 32.0564 Da for "light" and "heavy", respectively), while variable modifications were deamidation on Asn and Gln (+ 0.98402 Da) and oxidation on Met (+ 15.99492 Da). False Discovery Rate (FDR) was set to 1%. Chromatographic peak area intensities of the precursor ions of the identified peptides were used for relative protein quantification. Complete raw data, processed data and metadata from this publication are available at PRIDE (http://www.ebi.ac.uk/pride) under accession number PXD031875.

Protein MS data processing and statistical analysis were done using R statistical software on the 2623 identified proteins (here defined as different UniProt accession numbers). The relative quantification of the samples was based on the comparison of all samples against a Common Reference acting as an internal standard between samples, in accordance with previous publications^15,41^. The resulting sample / Common Reference ratios were Log2-transformed. Next, the values were normalized for variations between measurements by performing a median correction, in which all relative protein expression values were divided by median protein expression value of each run. Proteins were included as quantitative differentially expressed proteins (DEPs) if (i) they were detected in at least two out of three replicates for both stimulated and unstimulated samples, (ii) showed an average upregulation or downregulation of at least twofold upon stimulation, and (iii) change was statistically significant (p < 0.01) according to a Student’s T-test. Additionally, proteins were considered as qualitative DEPs if they were detected in all samples of the stimulated group and in no samples of the unstimulated group, or the reverse situation. Quantitative and qualitative DEPs were compared between exposures using Venn diagrams. The subcellular localization of DEPs was determined based on GO terms for cellular component using QuickGO (https://www.ebi.ac.uk/QuickGO/) and UniProtKB databases.

### Cytokine analysis

For cytokine analysis, 1 × 10^6^/ml 030-D cells were stimulated for 24 h in a 96-well plate using the same dilutions of the inactivated *Leptospira*, vaccines and excipient as described in section “Stimulation of 030-D cells with inactivated *Leptospira* strains and vaccines”. Supernatants were stored at − 20 °C until analysis. ELISA kits for canine IL-1α, IL-1β, CXCL-10 and IL-8 (Kingfisher Biotech, Inc) were used in in-house developed multiplex cytokine assays using the Magpix system (Luminex XMAP) according to the manufacturer’s instructions. The cytokine concentrations in supernatants of stimulated cells were calculated using the standards provided in the kits. The MFI data were analysed using a 5-parameter logistic method (xPONENT software, Luminex, USA). In addition, canine S100A12 (Antibodies-online), SAA and complement factor C3 (C3) (both Abcam) ELISAs were performed according to manufacturer’s instructions.

### Statistical analysis

Expression of proteins in the supernatant of stimulated cells (Fig. 5) was analysed with One-way ANOVA and Dunnett’s multiple comparisons tests using GraphPad Prism 9 software (GraphPad Software Inc., San Diego, CA, USA). A p-value of < 0.05 was considered statistically significant.

## Results

### Inactivated *Leptospira* and bivalent *Leptospira* vaccine B induce similar responses of the canine 030-D cell line on the transcriptome level

We analysed the transcriptome of the canine 030-D cell line after 8 and 24 h of stimulation with inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae, bivalent *Leptospira* vaccine B containing these two inactivated *Leptospira* strains, or vaccine excipient as non-antigen control to capture early and late changes in gene and protein expression. 

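RNA was sequenced from 39 libraries of 030-D cells, with 3 libraries per group. Cells in medium only were harvested at 0, 8 and 24 h. Cells given excipient, serogroup Canicola or Icterohaemorrhagiae, vaccine B or vaccine D were harvested at 8 and 24 h. The authors mapped the first read of each pair to CanFam3.1 with STAR and counted reads per gene with featureCounts, so that each deposited value is a read count of a gene in a library. Total counts per library ranged from 8062292 to 14245699, with a median of 10542192. In unstimulated cells the totals were 9450952 to 10030451 (median 9791166) at 0 h, 8062292 to 11488218 (median 10700023) at 8 h and 8918946 to 13621239 (median 10828084) at 24 h. With excipient they were 9082826 to 12938242 (median 11499685) at 8 h and 8514900 to 11647113 (median 10400743) at 24 h. Canicola libraries held 8168342 to 11475003 counts (median 10929452) at 8 h and 8352589 to 14245699 (median 12754196) at 24 h. Icterohaemorrhagiae libraries held 13155627 to 14021743 (median 13218755) at 8 h and 10355403 to 12125118 (median 10823573) at 24 h. For vaccine B the totals were 9212723 to 10469606 (median 10246424) at 8 h and 9773845 to 10149470 (median 9869245) at 24 h. For vaccine D they were 10542192 to 12372153 (median 12105440) and 10367793 to 11980916 (median 10461651). Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, in a separate fit for each time point. The filter of edgeR on low counts kept 11848 genes at 8 h and 11818 at 24 h. A gene was called a DEG at the paper's thresholds, a p-value below 0.001, an adjusted p-value below 0.05 and a fold change above 2 relative to unstimulated cells of the same time point. A change between 24 h and 8 h was tested as the difference between both fold changes, in a fit of all libraries of 8 and 24 h with 12180 genes. Levels are given as mean CPM (counts scaled to library size) with the SD over 3 libraries, and log2 fold changes with their standard error. The tests for DEGs, their thresholds and the gene lists were chosen before the data were examined, and the simulations of shared controls were revised after a first output was seen. The squared differences between libraries of the same group were 1.64 times what counting error alone would give (median of 39 pairs of libraries, range 1.23 to 3.25). The paper describes cells seeded in flasks, stimulated in replicate and harvested in 3 replicates per time point, and its text does not state whether these came from separate experiments. The p-values measure the spread between these replicates. Gene symbols were taken from the parts of the paper's Supplementary Table S2 used here. These pair 1465 gene IDs with an annotation and 1299 of them with a symbol, and hold 710 of the 1339 rows for both vaccines at 8 h. Genes that the paper did not call at 8 h, or called only in the other rows, are therefore unnamed here. For this reason no list of genes could be tested for enrichment. Where a group had no count of a gene, its fold change is a lower bound computed against 3 counts over the group, and covers counting error only.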

Paired-end RNA-seq libraries were generated and mapped to the dog genome which resulted in the identification of 32,705 genes. After excluding unexpressed genes, 21,448 were included in analyses. 

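The count table held 32704 gene IDs, of which 21448 had a count in at least 1 library. This criterion kept genes that were silent in control cells. CSF3 (ENSCAFG00000016261), the granulocyte growth factor, had no count in the 3 unstimulated libraries at 8 h and reached 3.77 ± 0.534 CPM (SD, n = 3) with Canicola and 3.58 ± 0.441 CPM (SD, n = 3) with Icterohaemorrhagiae, at least 40.8-fold and 38.2-fold higher. CCL20 (ENSCAFG00000010505), a chemokine that attracts lymphocytes and dendritic cells, also had no count in these controls and reached 1.37 ± 0.323 CPM (SD, n = 3) with Canicola, at least 14.9-fold higher. Both genes were DEGs of Canicola in 3 of 3 libraries (adjusted p = 2.57e-16 for CSF3 and 3.95e-09 for CCL20 from edgeR's quasi-likelihood test). The 10 genes with the highest counts took between 4.36 and 5.64% of the counts of a library, so that no small set of genes dominated the totals.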

First, to confirm the suitability of the 030-D cell line to study innate immune responses, we compared our transcriptome data set to the library of transcriptome profiles of human peripheral blood mononuclear cell (PBMC) subsets defined by Monaco et al*.* using the ABIS RNA-seq tool^37^. This analysis revealed that the phenotype of 030-D cells compared best to non-classical and intermediate monocytes, suggesting that the 030-D cell line is suitable to study innate immune responses in vitro (Supplementary Table S1).

To identify potential marker genes, representative of canine *Leptospira* vaccine potency, we compared changes in the transcriptome of 030-D cells induced by inactivated *Leptospira* strains, a bivalent *Leptospira* vaccine B and vaccine excipient after 8 and 24 h stimulation (P < 0.001, FDR 5%, FC ≥ 2; Fig. 1a–c and Supplementary Table S2). 

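BGN (ENSCAFG00000019189), which encodes the proteoglycan biglycan, had no count in unstimulated cells at 8 or 24 h and reached 90.4 ± 2.04 CPM (SD, n = 3) at 8 h and 49.8 ± 0.499 CPM (SD, n = 3) at 24 h with vaccine B, at least 964-fold and 581-fold higher. LYVE1 (ENSCAFG00000007580), a hyaluronan receptor of tissue macrophages, fell from 393 ± 21.1 CPM to 25.2 ± 3.32 CPM (SD, n = 3) with Canicola at 8 h, and from 364 ± 9.60 CPM to 14.3 ± 1.54 CPM (SD, n = 3) at 24 h. With Canicola, 591 genes were higher and 756 lower than in unstimulated cells at 8 h, and 946 were higher and 726 lower at 24 h. Icterohaemorrhagiae gave 591 higher and 788 lower genes at 8 h, and 918 higher and 723 lower genes at 24 h. Vaccine B gave 721 higher and 982 lower genes at 8 h, and 983 higher and 897 lower genes at 24 h. Over the 3 stimuli together with the excipient, 840 genes were upregulated and 1182 downregulated in at least 1 of them at 8 h, against 1201 and 1066 at 24 h. With edgeR's glmTreat, which tests fold changes against the threshold itself, 783 genes were downregulated at 8 h and 760 at 24 h. With the paper's procedure, rebuilt here from its description, these were 784 and 777. The change itself differed between the time points in 972 genes for Canicola, 939 for Icterohaemorrhagiae and 1348 for vaccine B, by the test of the difference. Of these, 599, 577 and 850 genes moved upwards relative to the 8 h change. With glmTreat the differences numbered 494, 503 and 743.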

Comparison to matched unstimulated control cells at 8 and 24 h time points revealed an increase in the number of significantly upregulated genes in stimulated cells over time, while the number of downregulated genes remained similar (Fig. 1a). Stimulation with inactivated *Leptospira* and the bivalent vaccine induced 752 and 918 differentially expressed genes (DEGs) common to these stimuli, representing 53% and 56% of all DEGs, at 8 and 24 h, respectively (Fig. 1b). This indicates a strong response, common to stimulation with both inactivated *Leptospira* strains and a non-adjuvanted *Leptospira* vaccine by the 030-D cell line (Fig. 1b). In addition, a heat map of all DEGs showed similar expression changes in magnitude and directionality across both *Leptospira* strains and the bivalent vaccine (Fig. 1c). 

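SLAMF1 (ENSCAFG00000012579), a receptor of activated leukocytes, had no count in unstimulated cells at 8 h and reached 11.9 ± 1.76 CPM with Canicola, 11.9 ± 0.602 CPM with Icterohaemorrhagiae and 26.3 ± 0.775 CPM with vaccine B (SD, n = 3), at least 128-fold, 127-fold and 280-fold higher. SLCO2B1 (ENSCAFG00000005437), an organic anion transporter, fell from 108 ± 2.52 CPM to 1.86 ± 0.557, 1.61 ± 0.171 and 2.80 ± 1.24 CPM (SD, n = 3) with the same stimuli. Its log2 fold changes were -5.88 (standard error 0.110), -6.06 (0.103) and -5.26 (0.103), with 3 of 3 libraries lower for each stimulus and a largest adjusted p = 5.9e-51 from edgeR's quasi-likelihood test. At 8 h, 1044 genes were DEGs of both strains and vaccine B in the same direction, 472 upregulated and 572 downregulated, or 51.7% of the 2020 DEGs of any of the 3 stimuli. At 24 h there were 1280 common DEGs, 718 upregulated and 562 downregulated, or 56.7% of 2258. Of these, 542 were common DEGs at both time points and 531 of them kept their direction. Independent lists of these sizes would share 1.79 upregulated and 4.17 downregulated genes at 8 h, and 6.11 and 3.37 at 24 h. All stimuli were compared with the same 3 unstimulated libraries, which alone correlates their fold changes. In 20 simulations of unchanged genes with a shared control, 0 DEGs were shared by edgeR's quasi-likelihood test. Unchanged genes give almost no DEGs to share, so these simulations cannot show how much a shared control adds to the overlap of changed genes. From the size of the overlap between the 3 stimuli, the paper concludes that the strains and the vaccine induce a strong common response.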

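CX3CR1 (ENSCAFG00000031104), the receptor of the chemokine fractalkine, fell from 146 ± 5.67 CPM (SD, n = 3) in unstimulated cells to 0.549 ± 0.558 CPM with Canicola, 0.421 ± 0.191 CPM with Icterohaemorrhagiae and 0.491 ± 0.0292 CPM with vaccine B at 8 h (SD, n = 3). Across the 11848 genes tested at 8 h, the log2 fold changes of Canicola and Icterohaemorrhagiae correlated with r = 0.982, those of Canicola and vaccine B with r = 0.921 and those of Icterohaemorrhagiae and vaccine B with r = 0.925. The corresponding values at 24 h were 0.984, 0.925 and 0.924. These are correlations across genes, which are not independent replicates, and the shared controls alone gave a mean r of 0.528, 0.487 and 0.520 at 8 h in simulations of unchanged genes. Covariance separates the effects better, at 1.10 between the strains at 8 h against 0.0252 in the simulations. In the direct contrast of the strains, which needs no control, 1 gene (ENSCAFG00000002923) was higher and 2 (ENSCAFG00000037858 and ENSCAFG00000028987) were lower with Icterohaemorrhagiae than with Canicola at 8 h. At 24 h 3 genes were higher, and these IDs were chosen after their values were seen. DESeq2 and glmTreat called 0 genes at either time point, where 1556 genes at 8 h and 1313 at 24 h had an unadjusted p-value below 0.05 in edgeR. At 8 h the count was 6 without Canicola replicate 1, 1 without Canicola replicate 2, 0 without Canicola replicate 3, 0 without Icterohaemorrhagiae replicate 1, and 1 without Icterohaemorrhagiae replicate 2 or 3. At 24 h it was 0 without Canicola replicate 2 or Icterohaemorrhagiae replicate 1, and 1 without Canicola replicate 3 or Icterohaemorrhagiae replicate 2. Vaccine B differed directly from Canicola in 372 genes at 8 h (219 higher, 153 lower) and 303 at 24 h (135 higher, 168 lower), and with glmTreat in 124 and 116. PRKCQ (ENSCAFG00000005169), a protein kinase C of lymphocyte signalling, was higher with vaccine B than with Canicola by a log2 fold change of 3.30 (standard error 0.217, adjusted p = 6.26e-21 from edgeR's quasi-likelihood test) at 8 h, and at 9.70 ± 0.598 against 0.948 ± 0.308 CPM (SD, n = 3), in 3 of 3 libraries. The strains and the vaccine were given at different dilutions, so that a difference in dose cannot be separated from a difference in content.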

Stimulation with the excipient did not induce significant changes on the mRNA level when compared to the unstimulated control, suggesting that the cellular responses observed in 030-D cells are solely induced by *Leptospira* (Fig. 1b,c). 

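CXCL10 (ENSCAFG00000008584), an interferon-inducible chemokine, was at 4.69 ± 1.21 CPM (SD, n = 3) in excipient-stimulated cells and 1.93 ± 0.648 CPM (SD, n = 3) in unstimulated cells at 8 h. This is a log2 fold change of 1.24 (standard error 0.211, adjusted p = 2e-05 from edgeR's quasi-likelihood test, higher in 3 of 3 libraries), and its call was lost without excipient replicate 1, at a log2 fold change of 1.00 (adjusted p = 0.00195 from edgeR's quasi-likelihood test). It was 1 of 8 excipient DEGs at 8 h, of which 2 were higher and 6 lower, at a median of 1.89 CPM in unstimulated cells. The other named ones were SLC6A12 (ENSCAFG00000015756), a betaine and GABA transporter, with a ratio of 8.22 (95% counting interval 2.53 to 42.3) over 3 counts in the controls, and the homeobox gene HOXD4 (ENSCAFG00000013452), with a log2 fold change of -1.17 (standard error 0.327, adjusted p = 0.00733 from edgeR's quasi-likelihood test). The call of SLC6A12 (log2 fold change 2.90) was lost without excipient replicate 1 or 2 (2.44 and 2.77) and without unstimulated replicate 1, 2 or 3 (2.81, 2.85 and 3.02). That of HOXD4 was lost without excipient replicate 2 or 3 (-1.05 and -0.96) and without unstimulated replicate 1 or 2 (-1.03 and -1.22). SLC6A12 had 1 count with excipient against 96 in unstimulated cells at 24 h, a ratio of 0.0114 (95% counting interval 0.000285 to 0.0648), and was not a DEG there. It became one at 24 h with the replicate block (log2 fold change -5.73, against -5.99 without it) and without unstimulated replicate 1 (-6.53). At 24 h, 10 genes were higher and 1 was lower, among them ENSCAFG00000031123 at 4.15 against 0.878 CPM (log2 fold change 2.26, standard error 0.262). At 8 h the excipient count was 3 with DESeq2, 13 without the filter on low counts, 4 in a fit of only excipient and unstimulated cells, and 0 with glmTreat and with the paper's procedure, although 3600 genes had an unadjusted and 2217 an adjusted p-value below 0.05 in edgeR. It was 4 without unstimulated replicate 2, 5 without unstimulated replicate 3 and 4 without excipient replicate 1. At 24 h the count was 2 with DESeq2 and with the paper's procedure, 1 with glmTreat and 7 without excipient replicate 2. From the excipient result, the paper proposes that the responses are induced solely by *Leptospira*.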

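MMP1 (ENSCAFG00000015054), an interstitial collagenase, was a DEG of vaccine B and of neither strain, at 1.58 ± 0.634 CPM against 0.342 ± 0.162 CPM (SD, n = 3) in unstimulated cells at 8 h. With Canicola it was at 0.290 ± 0.146 CPM and with Icterohaemorrhagiae at 0.525 ± 0.269 CPM (SD, n = 3), and it was higher with vaccine B than with these by log2 fold changes of 2.39 (standard error 0.480) and 1.59 (0.392), with adjusted p = 3.27e-05 and 0.000675 from edgeR's quasi-likelihood test. At 8 h, 58 genes were DEGs of Canicola alone, 72 of Icterohaemorrhagiae alone and 525 of vaccine B alone. Among these, 53 (91.4%), 68 (94.4%) and 489 (93.1%) changed in the same direction with both other stimuli, without regard to their significance there. With both others, 39, 45 and 363 of them also had an adjusted p-value below 0.05. At 24 h the stimulus-specific DEGs numbered 80, 59 and 466, and 75 (93.8%), 56 (94.9%) and 443 (95.1%) changed in the same direction with both others. The shared unstimulated libraries push all stimuli in the same direction, and in simulations of unchanged genes 66.2% of genes had the same sign for Canicola and vaccine B at 8 h, against 81.2% of all genes here.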

The expression patterns of the inactivated *Leptospira* or the bivalent *Leptospira* vaccine specific DEGs (Fig. 1b) largely followed the same trend (Fig. 1c). For further analyses, we focused on the 752 and 918 DEGs common to stimulation with either *Leptospira* strains and the non-adjuvanted *Leptospira* vaccine at 8 and 24 h as these were highly expressed and therefore considered suitable as vaccine potency biomarkers.

**Figure 1:**
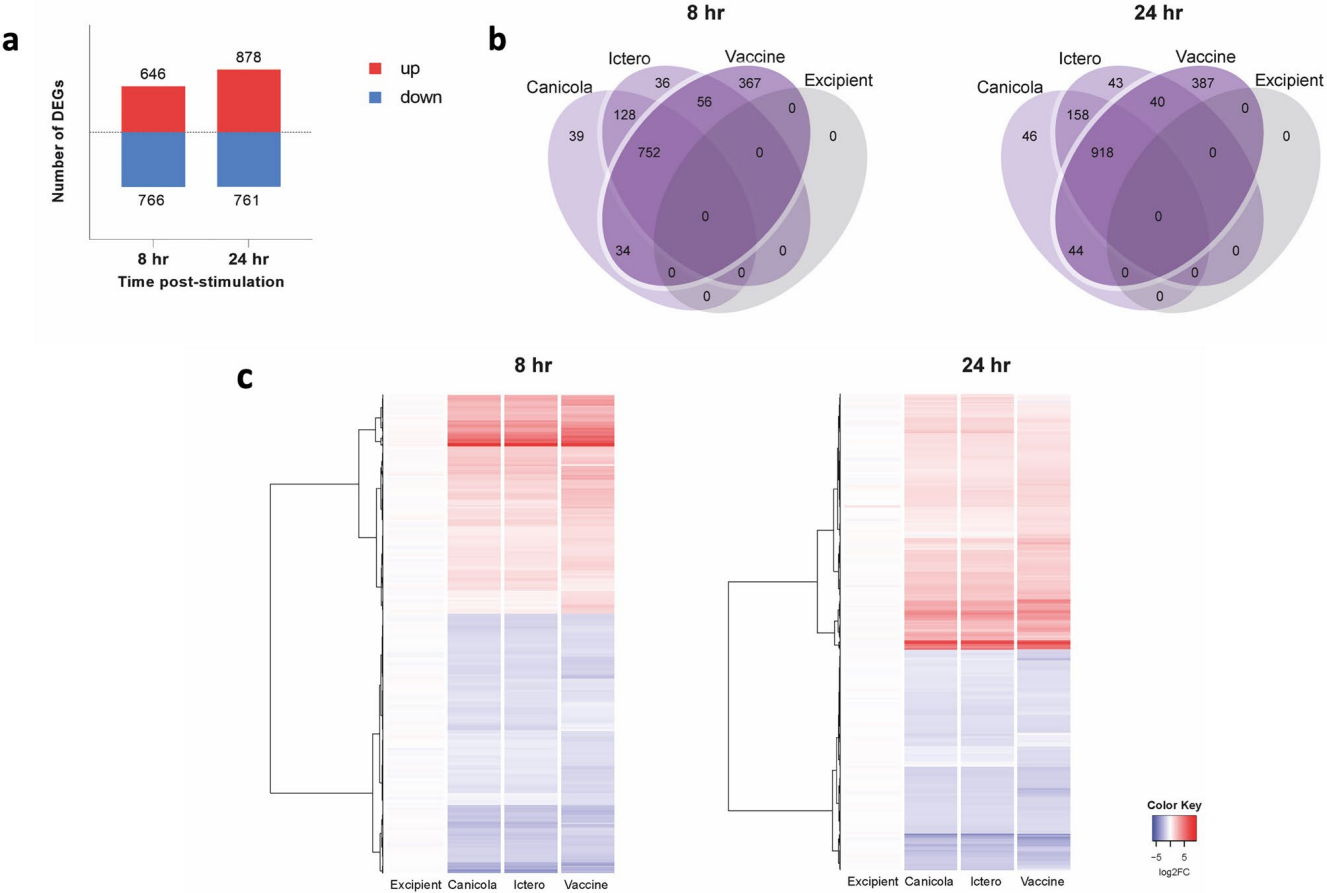
DEGs (FC ≥ 2; P < 0.001, FDR 5%) found in canine 030-D cells after 8 and 24 h stimulation with the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae or bivalent *Leptospira* vaccine B. (**a**) The number (y-axis) and directionality (upregulated = positive y-space, downregulated = negative y-space) of DEGs after stimulation with the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae, bivalent *Leptospira* vaccine containing the same *Leptospira* strains or vaccine excipient as non-antigen control (all manufacturer B). (**b**) Venn diagram of DEGs shown in (**a**). (**c**) Heatmap representing hierarchical clustering of DEGs for all stimuli. The color key represents the changes (log2 scale), from most downregulated (dark blue) to most upregulated genes (red). Each row is a gene, and each column is a stimulus (average of n = 3 replicates).

The upregulated DEGs common to inactivated *L. interrogans* serogroups Canicola and Icterohaemorrhagiae, and the bivalent vaccine B clustered within several expected categories associated with inflammation and innate immunity, pointing towards a strong innate immune response (P < 0.001, FDR 5%, FC ≥ 2; Fig. 2a). In contrast, the downregulated DEGs common to the *Leptospira* strains and the bivalent vaccine B were mainly associated with pathways involved in cellular processes at the 24 h time point (Fig. 2b). 

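At 8 h, 9 of 10 named chemokines rose with vaccine B and all 10 with Canicola, and 9 and 11 of 12 named proinflammatory cytokines rose and 1 fell with each. All 6 gene IDs of named acute phase and antimicrobial genes rose with both. Among them, ENSCAFG00000009135 and ENSCAFG00000015205 share the symbol SAA1, so these IDs stand for 5 symbols. The subunits and feedback inhibitors of NF-κB rose in 17 of 18 named members with vaccine B and 16 with Canicola, and none fell. Costimulatory and checkpoint molecules rose in 14 of 19 members with either stimulus, and 2 fell with vaccine B and 3 with Canicola. IL2RA (ENSCAFG00000005210), a chain of the interleukin-2 receptor, rose from 0.107 ± 0.118 CPM to 548 ± 9.71 CPM (SD, n = 3) with vaccine B, a ratio of 5830 (95% counting interval 2000 to 28300). Immediate early genes and MAPK phosphatases rose in 17 of 20 members with vaccine B and 14 with Canicola, and 1 and 3 fell. Complement genes rose in 8 of 11 members with vaccine B and 5 with Canicola, and 2 and 3 fell. At 24 h, 7 of 9 tested chemokines were upregulated with either stimulus and 1 was downregulated, and 4 of 8 tested proinflammatory cytokines were upregulated with vaccine B and 7 with Canicola. These counts were the same when adjusted over the list alone. That is no separate check, as a p-value below 0.001 stays below 0.05 when adjusted over so few members. Members carry a name here only where the paper called them DEGs on these same libraries, so the counts are not independent evidence of a direction, and enrichment of the lists was not tested.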

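Named GTPase activating proteins, which switch off GTP-binding proteins, fell in 20 of 23 members with Canicola and 17 with vaccine B at 8 h, and 3 rose with each. At 24 h, 6 of them were downregulated with Canicola and 7 with vaccine B. Outside this list, RASGRF1 (ENSCAFG00000014053), an exchange factor of Ras, fell from 8.78 ± 0.246 CPM to 0.703 ± 0.00716 CPM (SD, n = 3) with Canicola at 24 h, a log2 fold change of -3.62 (standard error 0.223, adjusted p = 2e-26 from edgeR's quasi-likelihood test) in 3 of 3 libraries. All 6 named chemokine receptors fell with Canicola at 8 h and 4 fell with vaccine B. Of 16 named interferon-stimulated antiviral genes, 13 fell with vaccine B and 8 with Canicola at 8 h, and 3 rose with each. At 24 h, 14 of 15 tested were downregulated with vaccine B, 13 with Canicola, and none was upregulated. RTP4 (ENSCAFG00000013889), an interferon-induced chaperone, was at 0.106 ± 0.104 CPM with vaccine B against 23.8 ± 3.82 CPM (SD, n = 3) in unstimulated cells at 24 h, a ratio of 0.00441 (95% counting interval 0.000907 to 0.0129). IFI44L (ENSCAFG00000020343), another interferon-induced gene, fell from 27.4 ± 5.03 CPM to 0.704 ± 0.474 CPM (SD, n = 3), by a log2 fold change of -5.27 (standard error 0.203, adjusted p = 1.85e-33 from edgeR's quasi-likelihood test) in 3 of 3 libraries. Unstimulated cells themselves were higher in these genes at 24 h than at 8 h, by a median of 1.21 on the log2 scale over 16 members, and by only 0.06 (standard error 0.0415) for TRIM25. TRIM25 was chosen after its value was seen. The list counts were the same when adjusted over the list alone. They could not differ, as a p-value below 0.001 stays below 0.05 when adjusted over so few members. Members are named only where the paper called them on these libraries, and they are not independent evidence of a direction.

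**Figure D1:**
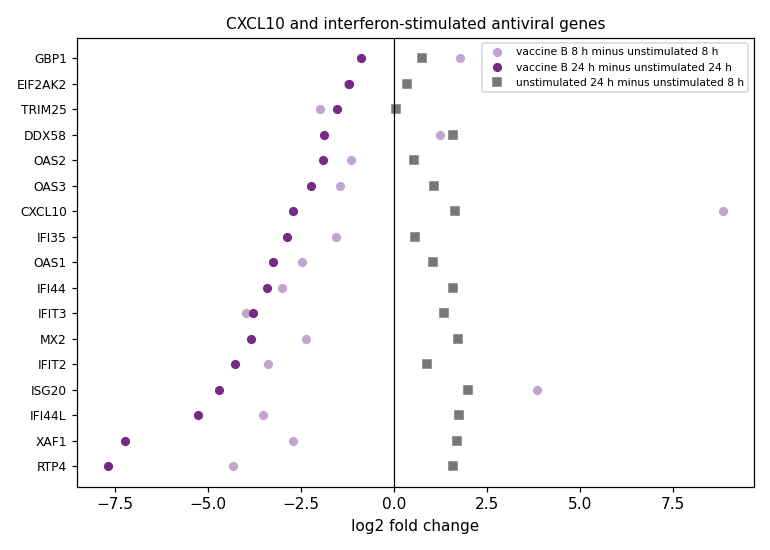
Log2 fold changes of interferon-stimulated genes and CXCL10 for vaccine B against unstimulated cells at 8 and 24 h, and for unstimulated cells at 24 h against 8 h, each from 3 libraries per group. The vaccine B changes at 24 h lie below 0 and those of unstimulated cells above 0 for all genes shown.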

We further analysed 78 DEGs that were found significantly expressed by the stimulation with both *Leptospira* strains and the bivalent *Leptospira* vaccine B (FC ≥ 2), and strongly differentially expressed (FC ≥ 16) after stimulation with at least one of these stimuli (Fig. 2c) as stronger responses should be easier to detect in an in vitro assay. 

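IL2RA, TNIP3, IL1B, SAA1, CCL4 and S100A12 changed more than 16-fold with at least 1 stimulus at 8 h and at 24 h, as did the decreases of CX3CR1 and SLCO2B1. Common DEGs with a fold change above 16 for at least 1 of both strains and vaccine B numbered 219 at 8 h, of which 168 were upregulated and 51 downregulated, and 210 at 24 h, of which 148 were upregulated and 62 downregulated. Over both time points these were 323 genes, and 106 of them passed at 8 h and at 24 h. Among the 219 genes at 8 h, 167 carry a symbol. EXPH5 (ENSCAFG00000014332), a Rab effector of exocytosis, was at 4.33 ± 0.673 CPM (SD, n = 3) in unstimulated cells at 8 h and had no count with Canicola, Icterohaemorrhagiae or vaccine B, at least 44.3-fold, 58.2-fold and 40.9-fold lower. Fold changes from edgeR are shrunken only slightly at low counts, whereas the paper's variance stabilizing transformation shrinks them more. With the paper's procedure, 70 genes passed at 8 h and 64 at 24 h, or 91 at either time point.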

Among the strongest induced genes identified at the 8 h time point, were genes encoding the cytokines IL-1β and TNF-α, and the chemokines CXCL-10, CCL-4, and CXCL-8, suggesting stimulation with inactivated *Leptospira* strains and the bivalent vaccine B induces a strong pro-inflammatory response in the canine 030-D cell line. 

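IL1B (ENSCAFG00000007249), which encodes the proinflammatory cytokine IL-1β, rose from 0.807 ± 0.519 CPM in unstimulated cells to 993 ± 71.3 CPM with Canicola, 1165 ± 18.3 CPM with Icterohaemorrhagiae and 478 ± 9.20 CPM with vaccine B at 8 h (SD, n = 3). TNF (ENSCAFG00000000517) rose from 24.0 ± 1.59 CPM to 464 ± 12.0 CPM with Icterohaemorrhagiae and 344 ± 16.3 CPM with vaccine B (SD, n = 3). The chemokine genes CXCL10, CCL4 (ENSCAFG00000018164) and CXCL8 (ENSCAFG00000003029) attract T cells, macrophages and neutrophils. CXCL10 reached 546 ± 16.9, 527 ± 14.9 and 926 ± 38.9 CPM (SD, n = 3) with the 3 stimuli. CCL4 rose from 20.4 ± 2.13 CPM to 1187 ± 32.0, 1257 ± 50.4 and 1158 ± 23.1 CPM, and CXCL8 from 66.5 ± 10.3 CPM to 2757 ± 213, 2729 ± 101 and 3656 ± 134 CPM (SD, n = 3). For vaccine B these are log2 fold changes of 9.29 for IL1B (standard error 0.112), 3.85 for TNF (0.0598), 8.85 for CXCL10 (0.0800), 5.83 for CCL4 (0.0537) and 5.79 for CXCL8 (0.0965). Vaccine B's increase in TNF is 14.4-fold, and that of Canicola 18.2-fold. Every stimulated library lay above every unstimulated library for all 5 genes, and the largest adjusted p of the 5 genes with vaccine B was 8.58e-17 from edgeR's quasi-likelihood test. From the induction of these genes, the paper proposes that the strains and vaccine B induce a strong proinflammatory response in 030-D cells.

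**Figure D2:**
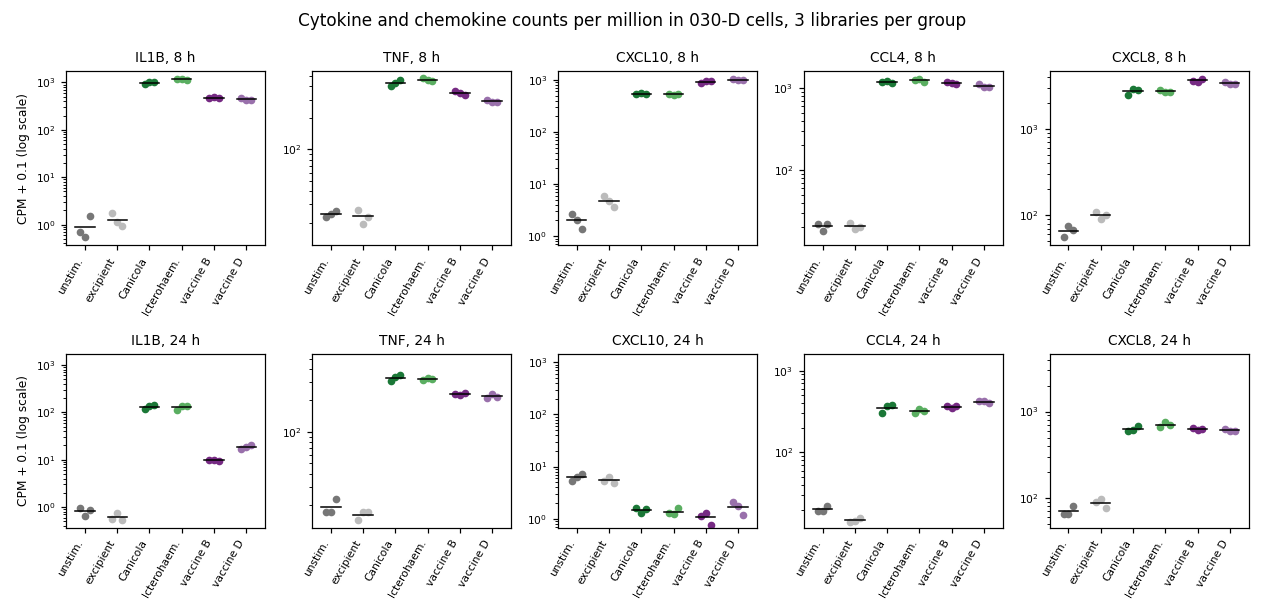
CPM (log axis, plus 0.1) of IL1B, TNF, CXCL10, CCL4 and CXCL8 in each library (points) and their mean (line) at 8 h and 24 h, with 3 libraries per group. Points of all antigen-containing stimuli lie above the unstimulated points at 8 h, and those of CXCL10 lie below them at 24 h.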

Other strongly upregulated genes at the 8 h time point known to be involved in the innate immune response included genes encoding the acute phase protein SAA1, the enzymes SOD2 and IDO1, costimulatory molecule CD40, metalloreductase STEAP4, calcium- and zinc-binding protein S100A8, succinate receptor SUCNR1, MARCKSL1, C3 and VWF. 

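SAA1 (ENSCAFG00000009135), an acute phase protein, rose from 0.336 ± 0.217 CPM in unstimulated cells to 571 ± 15.1 CPM with Canicola and 239 ± 14.3 CPM with vaccine B at 8 h (SD, n = 3), by log2 fold changes of 10.78 (standard error 0.129) and 9.52 (0.149). SOD2 (ENSCAFG00000000671), the mitochondrial superoxide dismutase, rose from 56.7 ± 0.662 CPM to 2092 ± 69.1 and 2015 ± 29.8 CPM, and MARCKSL1 (ENSCAFG00000010588), an actin-binding protein, from 98.4 ± 2.51 CPM to 4426 ± 165 and 3175 ± 175 CPM (SD, n = 3). CD40 (ENSCAFG00000009994), a costimulatory receptor, rose from 13.9 ± 0.742 CPM to 900 ± 22.5 and 1145 ± 0.876 CPM (SD, n = 3). The complement gene C3 (ENSCAFG00000018625) rose from 8.32 ± 0.874 CPM to 148 ± 3.40 and 362 ± 15.9 CPM (SD, n = 3). S100A8 (ENSCAFG00000017557) rose 29.3-fold with Canicola and 22.6-fold with vaccine B, and SUCNR1 (ENSCAFG00000008567), the succinate receptor, 57.0-fold and 96.7-fold. IDO1 (ENSCAFG00000005750), which degrades tryptophan, STEAP4 (ENSCAFG00000001856) and the clotting factor VWF (ENSCAFG00000015228) had between 1 and 3 counts in the unstimulated libraries together. With vaccine B their ratios to these were 846 (95% counting interval 151 to 33500) for IDO1, 809 (145 to 32000) for STEAP4 and 383 (106 to 3170) for VWF. All 10 genes were upregulated in 3 of 3 libraries of each strain and of vaccine B, and the largest adjusted p with vaccine B was 2.99e-15, for S100A8, from edgeR's quasi-likelihood test. A second ID with the symbol SAA1, ENSCAFG00000015205, is not among these 10 and was also upregulated with each strain and vaccine B at 8 h. All values of SAA1 given here and elsewhere are those of ENSCAFG00000009135.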

Besides genes involved in the pro-inflammatory response, several genes that inhibit this process were upregulated at 8 h including the gene encoding anti-inflammatory IL-1 receptor antagonist IL1RN, and genes involved in the termination of the NF-κB response, such as TNIP3, TNFAIP3 and NFKBIA. Furthermore, the upregulation of most of the genes encoding pro-inflammatory cytokines and chemokines was time-dependent and had decreased at the 24 h time point. 

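IL1RN (ENSCAFG00000007277), the IL-1 receptor antagonist, rose from 4.16 ± 0.243 CPM in unstimulated cells to 712 ± 16.2 CPM with Canicola, 868 ± 25.9 CPM with Icterohaemorrhagiae and 899 ± 41.0 CPM with vaccine B at 8 h (SD, n = 3). TNIP3 (ENSCAFG00000004160), an inhibitor of NF-κB activation that binds TNFAIP3, rose from 0.144 ± 0.183 CPM to 573 ± 21.4, 589 ± 9.38 and 805 ± 11.8 CPM (SD, n = 3). The ubiquitin-editing enzyme gene TNFAIP3 (ENSCAFG00000000267) rose from 55.9 ± 2.35 CPM to 1070 ± 43.9, 1081 ± 10.3 and 1296 ± 12.9 CPM, and the inhibitor gene NFKBIA (ENSCAFG00000013418) from 88.6 ± 4.37 CPM to 1380 ± 85.4, 1435 ± 37.0 and 1485 ± 19.8 CPM (SD, n = 3). With vaccine B the log2 fold changes were 7.76 for IL1RN (standard error 0.0760), 12.53 for TNIP3 (0.200), 4.53 for TNFAIP3 (0.0423) and 4.07 for NFKBIA (0.0430). All 4 were higher in 3 of 3 libraries of each stimulus, with a largest adjusted p of 9.64e-19 for vaccine B from edgeR's quasi-likelihood test. Of 14 named anti-inflammatory mediators and decoy receptors, 12 rose and 2 fell with vaccine B, and 8 rose and 2 fell with Canicola, and these counts were the same adjusted over the list alone. The study chose these names on the same libraries, so this is not independent evidence of a direction.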

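CXCL10 fell below its unstimulated level at 24 h, with 1.38 ± 0.166 CPM for Canicola and 0.956 ± 0.274 CPM for vaccine B against 6.19 ± 0.948 CPM (SD, n = 3) in unstimulated cells. The log2 fold change of CXCL10 differed between 24 h and 8 h by -10.26 (Canicola), -10.37 (Icterohaemorrhagiae) and -11.55 (vaccine B), with standard errors of 0.248, 0.252 and 0.264. The corresponding differences were -2.25, -2.07 and -2.64 for CXCL8 and -1.77, -1.99 and -1.68 for CCL4, with a largest adjusted p = 3.33e-10 from edgeR's quasi-likelihood test. CXCL8 was still at 629 ± 45.4 CPM with Canicola and 631 ± 12.8 CPM with vaccine B at 24 h against 70.0 ± 8.10 CPM (SD, n = 3) in unstimulated cells. CCL4 was at 353 ± 44.6 and 362 ± 11.8 against 20.0 ± 1.68 CPM (SD, n = 3). TNF was at 330 ± 19.6 CPM with Canicola, 321 ± 7.33 CPM with Icterohaemorrhagiae and 229 ± 5.24 CPM with vaccine B at 24 h (SD, n = 3). Its differences of -0.11, -0.25 and -0.29 were not DEGs (adjusted p = 0.478, 0.0870 and 0.0513 from edgeR's quasi-likelihood test). The change of IL1B differed by -2.92 with Canicola and -3.20 with Icterohaemorrhagiae (standard errors 0.714 and 0.722), and with vaccine B by -5.61 (0.810), with adjusted p = 0.00114, 0.000484 and 1.1e-06 from edgeR's quasi-likelihood test. For Canicola the call of IL1B ended without unstimulated replicate 1 or 2 of 8 h (-2.75 and -2.63) and without unstimulated replicate 1 or 3 of 24 h (-2.79 and -2.89). For Icterohaemorrhagiae it ended without unstimulated replicate 1 or 3 of 24 h (-3.07 and -3.17). CCL3 (ENSCAFG00000018167), a macrophage chemokine, differed by -0.04 with Canicola and 0.29 with vaccine B and was not a DEG of the difference. CCL5 (ENSCAFG00000018171), which attracts T cells, differed by -1.24 with Canicola, -1.17 with Icterohaemorrhagiae and -1.36 with vaccine B, and its calls ended with glmTreat. Of 10 named chemokines, 6 were DEGs of the difference and lower at 24 h with each strain and with vaccine B, and none was higher. Of 12 named proinflammatory cytokines, 3 were lower and 1 higher with Canicola, 2 lower with Icterohaemorrhagiae, and 5 lower and 1 higher with vaccine B. Those without a call included IL6 and CSF3, whose difference rests on controls without counts at 8 h. All 12 passed the filter on low counts at 8 h but only 8 at 24 h, so a missing call does not show that a gene kept its level. Members of both lists carry a name only where the paper called them at 8 h on these libraries. A gene induced only at 24 h is therefore missing, and the tally of lower and higher genes is not independent evidence of a fall.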

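S100A12 (ENSCAFG00000023324), a calcium-binding alarmin, was at 314 ± 10.8 CPM with Canicola and 179 ± 17.6 CPM with vaccine B at 8 h, and at 2596 ± 178 and 945 ± 19.4 CPM (SD, n = 3) at 24 h, where unstimulated cells had 2.85 ± 0.259 and 3.28 ± 0.471 CPM. FLT1 (ENSCAFG00000006701), a receptor of vascular endothelial growth factor, was at 13.5 ± 1.49 and 40.4 ± 2.57 CPM at 8 h and 176 ± 8.54 and 401 ± 14.1 CPM (SD, n = 3) at 24 h. CXCL13 (ENSCAFG00000008692), a chemokine of B cells, had no count in unstimulated cells at either time point and was at 4.25 ± 0.452 and 11.0 ± 0.201 CPM at 8 h and 13.8 ± 0.901 and 17.3 ± 1.46 CPM (SD, n = 3) at 24 h. These are at least 45.0-fold and 117-fold higher at 8 h and at least 159-fold and 201-fold higher at 24 h. CXCL13 was not a DEG of the difference between time points, which rests on controls without counts. IL18BP (ENSCAFG00000005829), a decoy receptor of IL-18, was at 292 ± 7.43 and 322 ± 18.5 CPM at 8 h and 559 ± 14.3 and 574 ± 3.87 CPM (SD, n = 3) at 24 h. The change from unstimulated cells was larger at 24 h by log2 fold changes of 2.81 (Canicola, standard error 0.351), 2.73 (Icterohaemorrhagiae, 0.350) and 2.17 (vaccine B, 0.342) for S100A12, and 3.52 (0.241), 3.28 (0.236) and 3.18 (0.233) for FLT1, with a largest adjusted p = 3.72e-06 from edgeR's quasi-likelihood test. For IL18BP the difference was 0.77 (0.0956), 0.81 (0.0953) and 0.68 (0.0956), with a largest adjusted p = 9.26e-10 from edgeR's quasi-likelihood test, below the threshold of 2-fold. The libraries of 8 and 24 h were treated as unpaired, so each increase between the time points compares groups of 3 libraries.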

Among genes that showed higher expression at the 24 h time point compared to 8 h were those encoding chemokine CXCL-13, calcium-, zinc- and copper-binding protein S100A12, vascular endothelial growth factor receptor FLT1 and IL-18 binding protein IL18BP (Fig. 2c).

**Figure 2:**
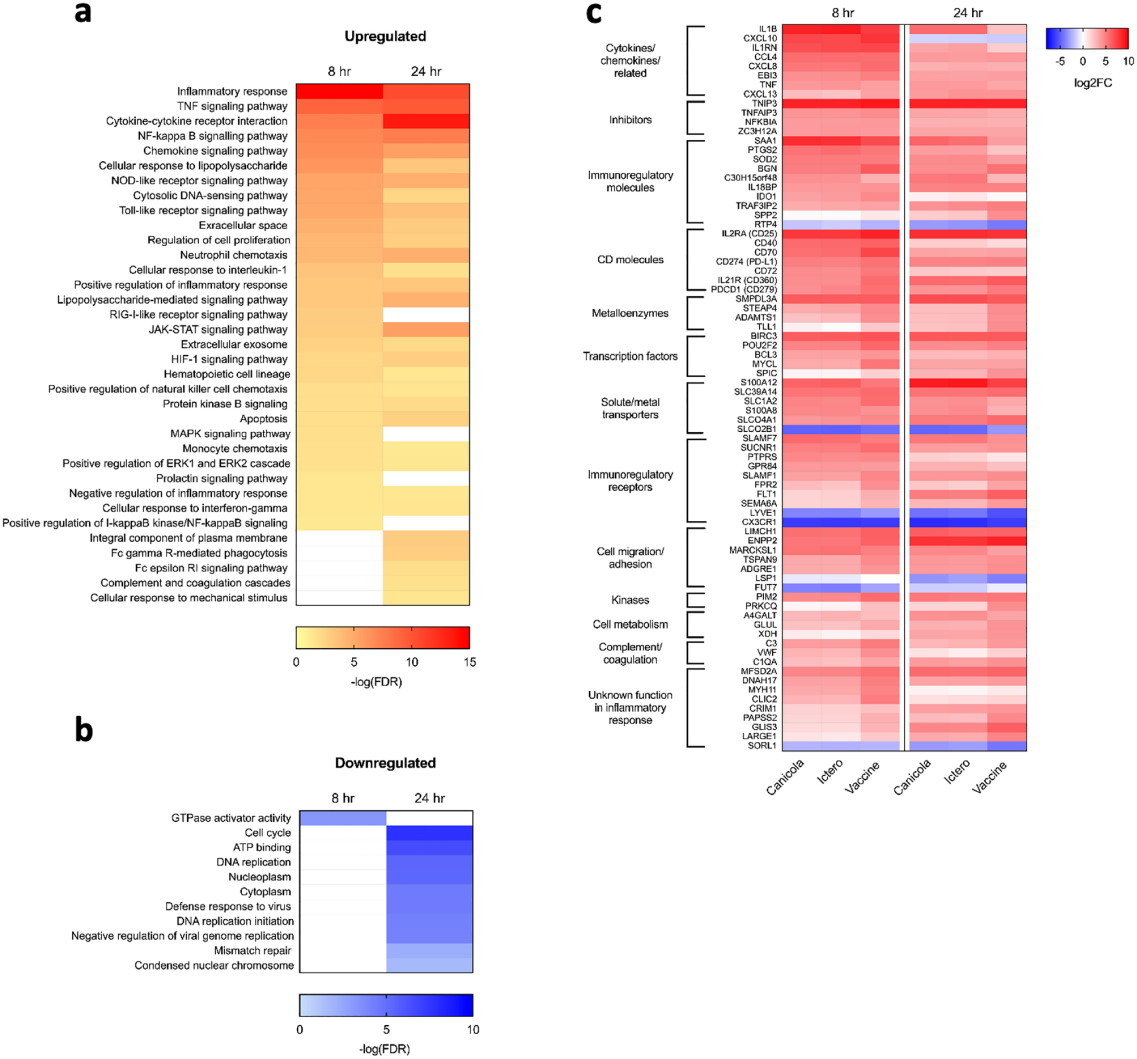
Common responses to the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae and bivalent *Leptospira* vaccine B after 8 and 24 h stimulation. Pathways enriched for (**a**) upregulated and (**b**) downregulated genes found in common to stimulation with the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae and bivalent *Leptospira* vaccine containing the same *Leptospira* strains from manufacturer B shown in Fig. 1b (FC ≥ 2; P < 0.001, FDR 5%). 752 and 918 common DEGs found at 8 and 24 h stimulation were included in pathway analysis. Blank spaces indicate non-significant or undetected pathways. (**c**) Among 752 and 918 DEGs that were found in common to all three stimuli at 8 and 24 h stimulation, respectively, 78 DEGs reached FC ≥ 16 16 in at least one of the conditions compared to the unstimulated control and were therefore considered as highly expressed. Heatmap shows these highly expressed genes grouped by function. The color key represents the changes from most downregulated (dark blue) to most upregulated genes (red). Each row is a gene, and each column is a stimulus (average of n = 3 replicates).

### Proteome analysis of canine 030-D cells stimulated with inactivated *Leptospira *and bivalent *Leptospira* vaccine B

Next, we performed unbiased profiling of protein expression changes in lysates of 030-D cells stimulated with inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae, bivalent *Leptospira* vaccine B containing these two *Leptospira* strains, and vaccine excipient from company B using LC–MS/MS (Fig. 3). A total of 2,623 proteins were identified (Supplementary Table S3). Proteins that were detected in at least two of the three replicates, met statistical significance (p < 0.01) and showed at least twofold change in expression (FC ≥ 2) compared to the unstimulated control were considered quantitative DEPs. In addition, DEPs that were either found three times in the stimulated condition and not in the unstimulated control cells or were three times detected in the unstimulated control cells and not in the stimulated conditions were considered qualitative DEPs. Compared to the unstimulated control cells at each time point, the expression changes of quantitative DEPs were more robust after 24 h stimulation than at 8 h (Supplementary Fig. S1), therefore we analysed DEPs at 24 h time point. At 24 h, 55 proteins were quantitative, and 125 proteins were qualitative DEPs. Because some DEPs were detected both by quantitative and qualitative analysis, this resulted in 174 DEPs. The overlap of DEPs found in 030-D cells stimulated with both *Leptospira* strains, the bivalent *Leptospira* vaccine B and the excipient is shown in a Venn diagram (Fig. 3a). Although specific DEPs were induced by each of the stimuli, these were mostly identified qualitatively and downregulated. Because no statistical analysis can be applied to qualitative DEPs, we considered these proteins to be less suitable as potential biomarkers for *Leptospira* vaccine potency. In contrast, most DEPs that were common to the stimulation with inactivated *Leptospira* strains and bivalent *Leptospira* vaccine B were identified quantitatively. Of 23 common DEPs, 17 were upregulated and 6 were downregulated, and all showed similar change in expression for all three stimuli (Supplementary Fig. S1 and Supplementary Table S3). Next, common DEPs were annotated for subcellular localization using gene ontology terms for cellular compartments. Most DEPs associated with the cytosol, cell membrane or extracellular space (Fig. 3b). Out of 23 common DEPs, 18 were also found on the transcriptome level as DEGs (Fig. 3c). These 18 molecules that were identified both on the transcriptome and proteome level corresponded to 14 unique genes (Fig. 3d) of which 6 (MARCKSL1, S100A12, S100A8, SLC39A14, SOD2 and TNIP3) were highly expressed (FC > 16; Fig. 2c). 

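At the RNA level, SLC39A14 (ENSCAFG00000009425), a zinc and iron importer, was at 1533 ± 19.8 CPM with Canicola, 1512 ± 19.3 CPM with Icterohaemorrhagiae and 1857 ± 38.6 CPM with vaccine B at 24 h, against 31.9 ± 2.63 CPM (SD, n = 3) in unstimulated cells. MARCKSL1 was at 2640 ± 16.0, 2735 ± 46.4 and 1405 ± 39.0 CPM against 102 ± 2.88 CPM, and SOD2 at 1362 ± 15.5, 1382 ± 18.2 and 821 ± 1.68 CPM against 56.0 ± 3.16 CPM (SD, n = 3). S100A8 was at 835 ± 52.9, 956 ± 25.5 and 331 ± 2.25 CPM against 38.6 ± 5.32 CPM (SD, n = 3). TNIP3 had 3 counts or fewer in the unstimulated libraries of 24 h together and was at 583 ± 18.7, 569 ± 7.50 and 551 ± 6.63 CPM (SD, n = 3). S100A12 had log2 fold changes of 9.60, 9.74 and 8.14 at 24 h (standard errors 0.118, 0.118 and 0.124). For vaccine B the increases at 24 h were 58.2-fold for SLC39A14, 13.7-fold for MARCKSL1, 14.6-fold for SOD2 and 8.45-fold for S100A8, and all 6 genes were upregulated in 3 of 3 libraries of each stimulus. The largest adjusted p with vaccine B was 4.16e-12 from edgeR's quasi-likelihood test.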

Interestingly, none of the cytokines and chemokines that are required for the propagation of the immune response were detected in the lysate of stimulated cells, suggesting that these molecules were not present intracellularly and potentially already secreted at this time point or undetected by mass spectrometry because of low protein abundance (Fig. 3).

**Figure 3:**
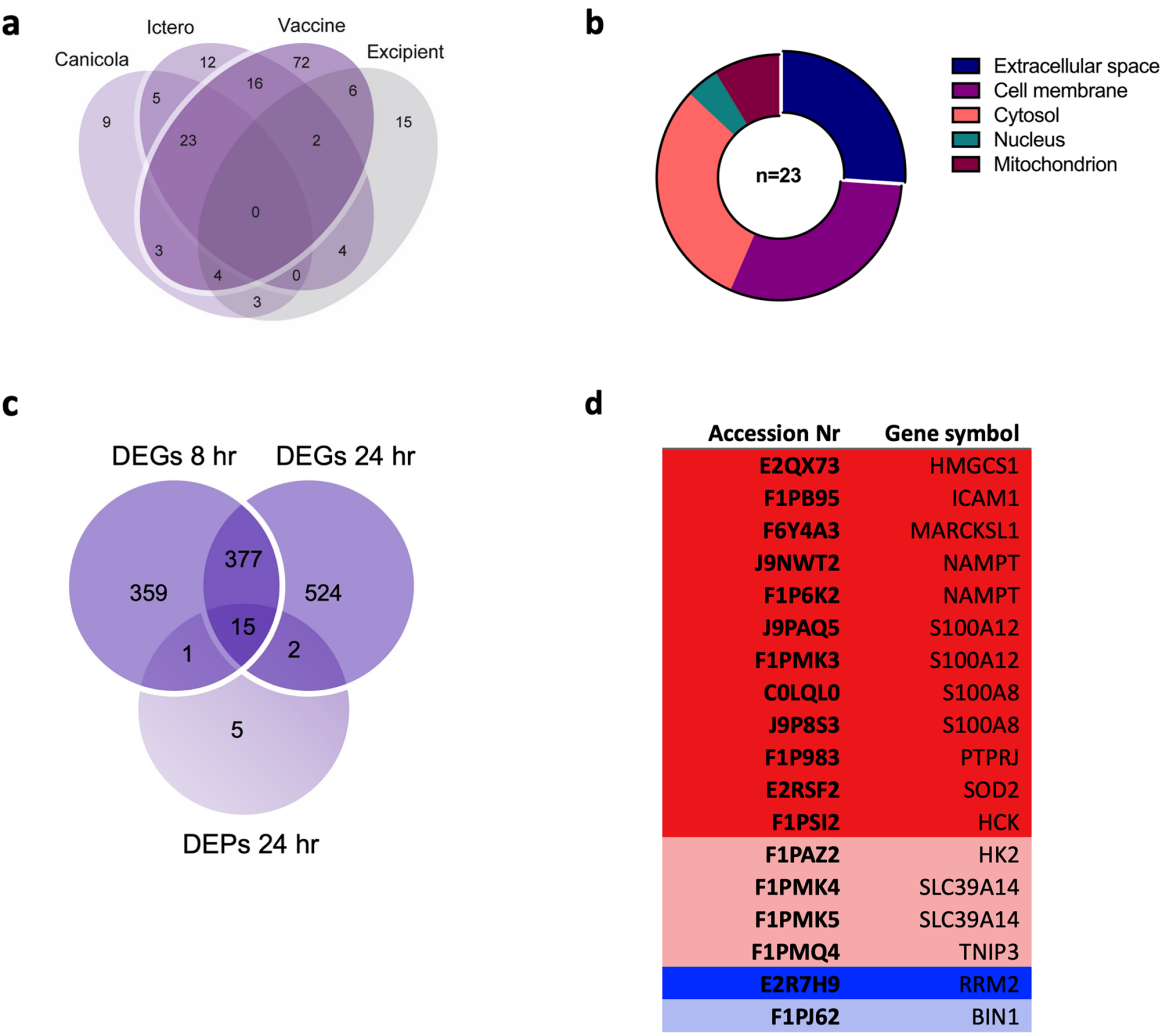
Analysis of the proteome of 030-D cells stimulated with the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae or bivalent *Leptospira* vaccine B. (**a**) Venn diagram of DEPs found after 24 h stimulation with the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae, bivalent *Leptospira* vaccine, or vaccine excipient as non-antigen control (all manufacturer B). Proteins were considered quantitative DEPs if found in at least two of the triplicates, showed at least twofold change in expression compared to unstimulated control (FC ≥ 2) and reached statistical significance (P < 0.01). Additionally, proteins were considered qualitative DEPs if found 3 × in the stimulated sample and absent in the unstimulated sample or the other way round. (**b**) Overview of the subcellular localization of 23 DEPs that were found after stimulation with the inactivated *Leptospira* strains and bivalent vaccine. (**c**) Venn diagram showing that 18 of the 23 DEPs found after 24 h stimulation with both *Leptospira* strains and the vaccine were also found on the transcriptome level at 8 and 24 h. (**d**) These 18 DEPs common to all three stimuli correspond to 14 unique genes. Upregulated DEPs are shown in red and downregulated DEPs in blue. DEPs found with quantitative analysis are indicated with bright colors, while DEPs found with qualitative analysis are indicated with dim colors.

### Highly similar responses induced by two different bivalent *Leptospira* vaccines

Because potency testing is an important part of the quality control process for a final vaccine product, we next compared changes in the transcriptome and proteome of 030-D cells induced by bivalent canine *Leptospira* vaccines from manufacturers B and D (Fig. 4). Both vaccines contain the inactivated *L. interrogans* serogroup Canicola and Icterohaemorrhagiae strains and are non-adjuvanted. 

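With vaccine B, IL2RA was at 309 ± 2.96 CPM (SD, n = 3) at 24 h, and with vaccine D at 352 ± 8.54 CPM (SD, n = 3), where unstimulated cells had 0.0234 ± 0.0405 CPM. TREM2 (ENSCAFG00000001586), a lipid receptor of macrophages, fell from 29.2 ± 1.32 to 10.8 ± 0.0883 CPM with vaccine B and 11.5 ± 1.14 CPM with vaccine D at 8 h, and from 14.9 ± 0.511 to 0.461 ± 0.122 and 0.350 ± 0.0778 CPM (SD, n = 3) at 24 h. Vaccine D gave 737 upregulated and 1026 downregulated genes at 8 h, and 989 and 930 at 24 h. In total, vaccine B had 1703 DEGs at 8 h and 1880 at 24 h, and vaccine D had 1763 and 1919. Upregulated genes were 42.3% of the DEGs of vaccine B at 8 h and 52.3% at 24 h. With glmTreat and with the paper's procedure this share was 48.6 and 49.1% at 8 h, and downregulated genes of vaccine B rose from 637 to 657 and from 638 to 663. Those of vaccine D fell from 697 to 658 with glmTreat and rose from 626 to 637 with the paper's procedure. The change from unstimulated cells differed between the time points in 1319 genes for vaccine D, 801 upwards and 518 downwards, and in 739 with glmTreat.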

The number of significantly upregulated and downregulated genes increased over time in 030-D cells stimulated with bivalent *Leptospira* vaccine B and D (Supplementary Fig. S2). 

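BGN reached 92.4 ± 1.35 CPM (SD, n = 3) with vaccine D at 8 h, at least 985-fold higher than in unstimulated cells. LYVE1 was at 41.8 ± 1.70 CPM with vaccine B and 40.2 ± 0.888 CPM with vaccine D (SD, n = 3). At 8 h, 1553 genes were DEGs of both vaccines in the same direction, 679 upregulated and 874 downregulated, or 81.2% of the 1913 DEGs of either vaccine. At 24 h these were 1720 genes, 902 upregulated and 818 downregulated, or 82.7% of 2079. Vaccine B alone had 150 DEGs at 8 h and 160 at 24 h, and vaccine D alone 210 and 199. Independent lists of these sizes would share 44.8 upregulated and 85.0 downregulated genes at 8 h, and 82.3 and 70.6 at 24 h. Vaccine D was diluted 1:50 and vaccine B 1:200, so that product and dose cannot be separated. Both vaccines were compared with the same unstimulated libraries. Simulations of unchanged genes with a shared control gave 0 shared DEGs by edgeR's quasi-likelihood test in 20 runs. Unchanged genes give almost no DEGs to share, so this cannot show how much the shared control adds to the overlap of the vaccines.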

Interestingly, 1131 and 1272 common DEGs, representing more than 80% of the total DEGs, were found in 030-D cells stimulated with both vaccines for 8 and 24 h, respectively (Fig. 4a). This suggests that it should be possible to identify potential targets that could be used for development of a biomarker-based in vitro assay for assessment of *Leptospira* vaccine potency. Next, we compared the expression of DEGs found in common in 030-D cells stimulated with bivalent vaccine B or vaccine D (Fig. 4b). Stimulation with both vaccines induced similar changes in gene expression for all DEGs in common (shown in grey). In addition, the expression of highly induced DEGs (FC > 16; shown in black) such as genes encoding IL-1β, IL-8, CXCL-10, SAA1, CD40, FLT-1, and C3 (shown red) was similar at 8 and 24 h time-points for both vaccines (Fig. 4b). 

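IFI44 (ENSCAFG00000020342), an interferon-induced gene, was at 5.39 ± 0.348 CPM with vaccine D and 2.34 ± 0.406 CPM (SD, n = 3) with vaccine B at 8 h, a log2 difference of 1.19 (standard error 0.190, adjusted p = 2.24e-05 from edgeR's quasi-likelihood test, higher in 3 of 3 libraries). ACOD1 (ENSCAFG00000005070), the enzyme that makes itaconate, was at 1.53 ± 0.166 CPM with vaccine D and 3.13 ± 1.06 CPM (SD, n = 3) with vaccine B, a log2 difference of -1.02 (standard error 0.276, adjusted p = 0.0350 from edgeR's quasi-likelihood test). The difference in ACOD1 lost its call without vaccine B replicate 2 or 3 (-0.87 for each) or vaccine D replicate 1, 2 or 3 (-0.99, -0.96 and -1.10). Between the vaccines, 5 genes were higher and 2 lower with vaccine D at 8 h, and at 24 h 3 were higher, among them ENSCAFG00000010599 and ENSCAFG00000017634 with log2 differences of 1.55 (standard error 0.206) and 1.69 (0.248). These 2 IDs were named after their values were seen. Of the DEGs common to both vaccines, 2 at 8 h and 1 at 24 h were also DEGs of this direct contrast. At 8 h, 201 genes had an adjusted p-value below 0.05 for the difference, and at 24 h 582, most with a difference under 2-fold. The log2 fold changes of both vaccines correlated across genes with r = 0.982 at 8 h and 0.981 at 24 h, where the shared controls alone gave 0.487 and 0.449. The contrast gave 3 genes with DESeq2 at 8 h and 0 with glmTreat, and at 24 h 0 with both. At 24 h it gave 7 without the filter on low counts, and 2112 genes with an unadjusted p-value below 0.05 in edgeR. At 8 h it gave 3 without vaccine B replicate 2 and 4 without vaccine D replicate 2, and at 24 h 10 without vaccine B replicate 1, 5 without vaccine B replicate 2, 9 without vaccine D replicate 1 and 7 without vaccine D replicate 3.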

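At 8 h, vaccine D gave 442 ± 27.2 CPM of IL1B, 3388 ± 117 of CXCL8, 1019 ± 32.3 of CXCL10, 216 ± 16.8 of SAA1, 1193 ± 51.2 of CD40, 46.9 ± 3.87 of FLT1 and 380 ± 19.4 CPM of C3 (SD, n = 3). Relative to vaccine B these are log2 differences of -0.11 (standard error 0.0445), -0.11 (0.0713), 0.14 (0.0369), -0.14 (0.0513), 0.06 (0.0334), 0.22 (0.0690) and 0.07 (0.0369). None was a DEG of the direct contrast of the vaccines at either time point in edgeR, and that of CXCL10 had an adjusted p = 0.0295 at 8 h from edgeR's quasi-likelihood test, with a difference of 1.10-fold. At 24 h, IL1B was at 18.7 ± 1.89 CPM with vaccine D and 9.75 ± 0.299 CPM with vaccine B (SD, n = 3). This is a log2 difference of 0.95 (standard error 0.138, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test, higher in 3 of 3 libraries), just under the threshold of 2-fold. CXCL10 was at 1.57 ± 0.488 CPM with vaccine D and 0.956 ± 0.274 CPM with vaccine B (SD, n = 3), a log2 difference of 0.69 (standard error 0.346, adjusted p = 0.281 from edgeR's quasi-likelihood test). FLT1 was at 475 ± 15.5 CPM with vaccine D at 24 h (SD, n = 3), a log2 difference of 0.24 (standard error 0.0333, adjusted p = 7.61e-08 from edgeR's quasi-likelihood test). C3 was at 186 ± 8.92 and 168 ± 7.20 CPM (SD, n = 3), a log2 difference of 0.15 (0.0441, adjusted p = 0.0301 from edgeR's quasi-likelihood test), CXCL8 at 604 ± 15.1 CPM, SAA1 at 27.5 ± 0.440 and 27.2 ± 2.64 CPM, and CD40 at 52.4 ± 3.63 and 51.6 ± 2.55 CPM (SD, n = 3) for vaccines D and B.

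**Figure D3:**
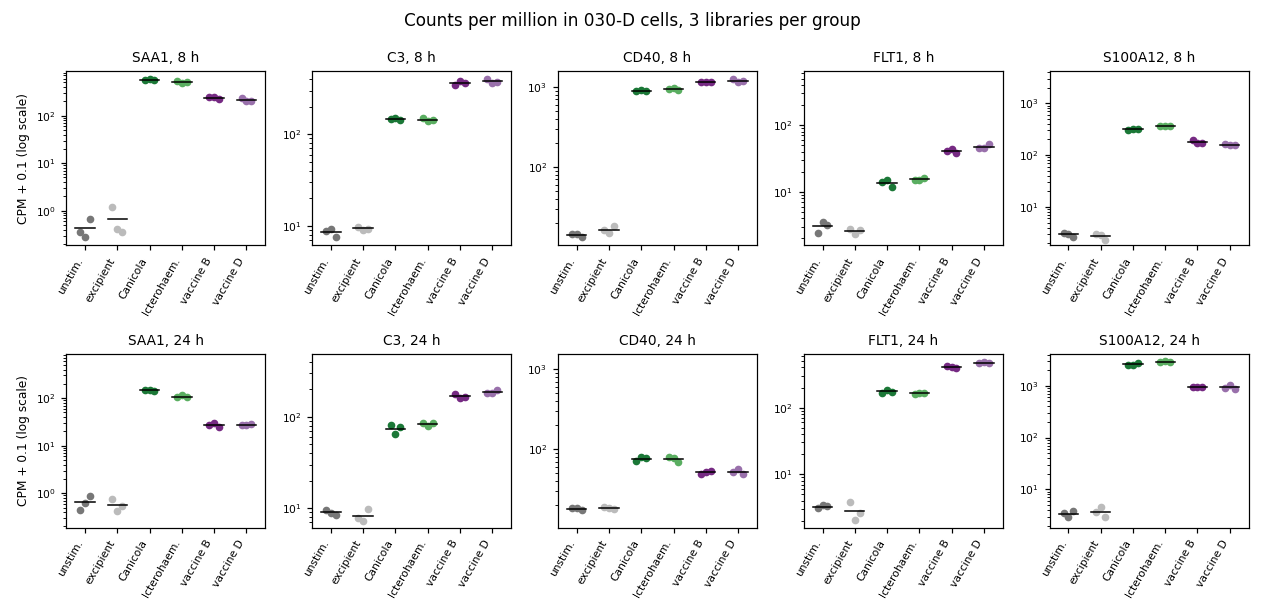
CPM (log axis, plus 0.1) of SAA1, C3, CD40, FLT1 and S100A12 in each library (points) and their mean (line) at 8 h and 24 h, with 3 libraries per group. Points of vaccines B and D lie close together and, for SAA1 (ENSCAFG00000009135) and S100A12, below those of the strains.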

The expression of the genes induced in 030-D by the two vaccines aligned with the DEGs induced by the *Leptospira* strains (Fig. 2c). Furthermore, DEPs specific for each of the vaccines were detected, although these were mostly downregulated and identified qualitatively (Fig. 4c). Both *Leptospira* vaccines induced expression of 33 common DEPs (Fig. 4c) of which 18 were upregulated and 15 were downregulated (Fig. 4d). 

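IL1B was lower with vaccine B than with Canicola by a log2 difference of -1.06 at 8 h (standard error 0.0435) and -3.76 at 24 h (0.0942), with adjusted p = 1.09e-22 and 1.18e-26 from edgeR's quasi-likelihood test and 3 of 3 libraries lower. At 24 h, Canicola was at 132 ± 13.5 CPM and Icterohaemorrhagiae at 128 ± 11.9 CPM of IL1B (SD, n = 3). SAA1 was lower with vaccine B than with Canicola by -1.26 (0.0486) and -2.42 (0.0570), where the strains had 145 ± 0.725 and 108 ± 5.43 CPM (SD, n = 3) at 24 h. C3 was higher with vaccine B than with Canicola by 1.30 (0.0404) and 1.16 (0.0490), and STEAP4 by 1.39 (0.101) and 2.32 (0.124). FLT1 was higher by 1.56 (0.0876) at 8 h. IL23A (ENSCAFG00000000120), a subunit of interleukin-23, was at 9.37 ± 0.895 CPM with Canicola, 11.2 ± 1.40 CPM with Icterohaemorrhagiae and 0.807 ± 0.380 CPM (SD, n = 3) with vaccine B at 8 h, a log2 difference between vaccine B and Canicola of -3.52 (standard error 0.240, adjusted p = 3.78e-20 from edgeR's quasi-likelihood test) in 3 of 3 libraries. Of the DEGs of vaccine B, 1102 (64.7%) at 8 h and 1349 (71.8%) at 24 h were DEGs of Canicola in the same direction. Directly compared with Icterohaemorrhagiae, vaccine B differed in 366 genes at 8 h and 314 at 24 h, and in 119 and 136 with glmTreat.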

The 33 DEPs that were in common to stimulation with vaccine B and D corresponded to 26 genes (Fig. 4d). The upregulated common DEPs aligned with DEPs induced by the two inactivated *Leptospira* strains (Fig. 3d).

**Figure 4:**
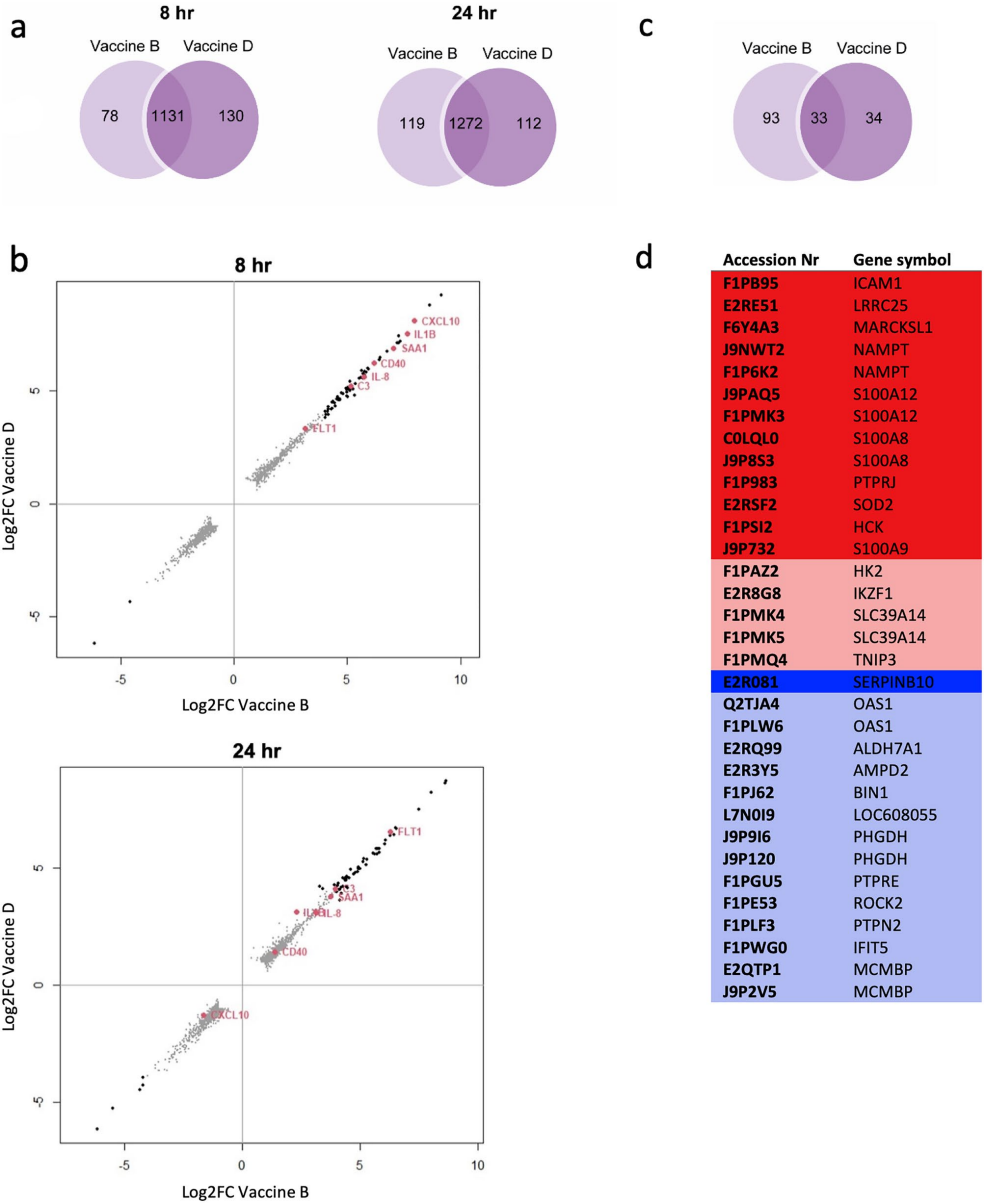
Comparison of DEGs and DEPs induced by bivalent *Leptospira* vaccines B and D. (**a**) Venn diagram of DEGs (FC ≥ 2; P < 0.001, FDR 5%) found after 8 and 24 h stimulation with bivalent *Leptospira* vaccines from two manufacturers (coded B and D) containing the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae. (**b**) DEGs found after 8 and 24 h stimulation with bivalent vaccines B and D. DEGs with FC ≥ 2 are indicated in grey, while highly expressed DEGs with FC ≥ 16 are indicated in black. Additionally, some of the highly expressed DEGs are highlighted in red with the gene symbol next to it. (**c**) Venn diagram of DEPs found after 24 h stimulation with bivalent *Leptospira* vaccines B and D. (**d**) 33 DEPs induced by both vaccines correspond to 26 unique genes. Upregulated DEPs are shown in red and downregulated DEPs in blue. DEPs found with quantitative analysis are indicated with bright colors, while DEPs found with qualitative analysis are indicated with dim colors.

### Secreted molecules as potential biomarkers of leptospiral vaccine potency

Because molecules involved in immune cell signalling such as cytokines and chemokines are secreted and were not found in the proteomics dataset, we verified some of the targets that were identified in the transcriptome dataset by ELISA or MagPix. Based on the availability of dog-specific monoclonal antibodies, we selected canine CXCL-10, IL-8, C3, SAA, S100A12, IL-1α and IL-1β and assessed their presence in the supernatants of 030-D cells stimulated for 24 h with the inactivated *L. interrogans* serogroup Canicola or Icterohaemorrhagiae, vaccine excipient, bivalent *Leptospira* vaccine (all company B), or bivalent *Leptospira* vaccine (company D). The CXCL-10, C3 and SAA amounts significantly increased after stimulation with both *Leptospira* strains and bivalent *Leptospira* vaccines compared to the unstimulated control at 24 h (Fig. 5a,b,d). The IL-1β amount significantly increased after stimulation with serogroup Icterohaemorrhagiae and both vaccines compared to the unstimulated control at 24 h. An increase in IL-1β secretion was found in Canicola stimulated cells as well, however, this was not statistically significant (Fig. 5c). Stimulation with the excipient did not induce secretion of CXCL-10, C3, IL-1β and SAA proteins, suggesting the upregulation of these proteins was *Leptospira* specific (Fig. 5). In addition, only vaccine B significantly upregulated IL-8 compared to the unstimulated control at 24 h. However, due to the high IL-8 level in both excipient stimulated and unstimulated control cells at 24 h of culture, measurement of IL-8 protein expression appears unsuitable for assessing *Leptospira* vaccine potency in vitro (Fig. 5e). Low IL-1α amounts were measured in all samples (Fig. 5f). In contrast, S100A12 was found upregulated in all conditions except in unstimulated control cells at 0 h (Supplementary Table S4). While changes in protein expression of CXCL-10, C3, IL-1β and SAA after stimulation with *Leptospira* and vaccines aligned well with the gene expression dataset, this was not the case for IL-8, IL-1α and S100A12 (Figs. 2c, 5 and Supplementary Table S4).

**Figure 5:**
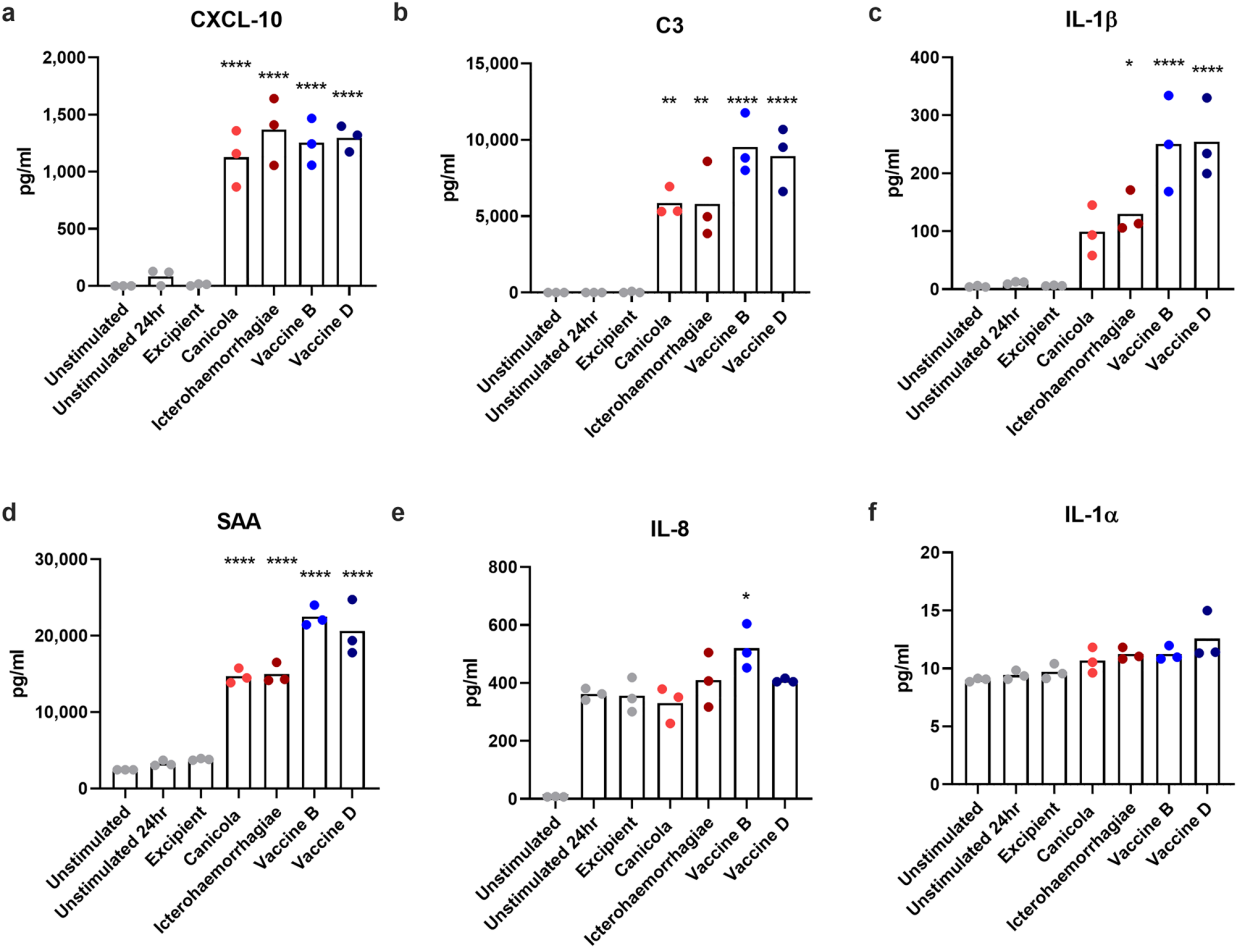
Expression of proteins associated with innate immune responses in the supernatant of stimulated 030-D cells. 030-D cells were stimulated for 24 h with whole-inactivated *L. interrogans* serogroup Canicola, Icterohaemorrhagiae, bivalent vaccine B, its excipient, or bivalent vaccine D. The supernatants were assayed for the presence of (**a**) CXCL-10, (**b**) C3, (**c**) IL-1β, (**d**) SAA, (**e**) IL-8 and (**f**) IL-1α. Stimulations were performed in triplicate. Dots represent values of each replicate and bars represent the mean. Three independent experiments were performed with similar outcome. A representative experiment is shown. A one-way ANOVA combined with Dunnett’s multiple comparisons test was used to test for significance. *p < 0.05, **p < 0.01, ****p < 0.0001 compared to the unstimulated control 24 h.

## Discussion

We analysed responses of the canine 030-D cell line induced by inactivated *Leptospira* and bivalent *Leptospira* vaccines by RNA sequencing and LC–MS/MS. This study aimed to gain insight in canine innate immune responses to *Leptospira* vaccines and to identify potential biomarkers indicative of *Leptospira* vaccine potency for future development of in vitro biomarker-based assays to assess *Leptospira* vaccine quality*.* To achieve this, the 030-D cell line was first stimulated with a non-adjuvanted canine *Leptospira* vaccine containing inactivated *L. interrogans* serogroups Canicola and Icterohaemorrhagiae, and the respective inactivated *Leptospira* strains present in this vaccine (all company B). Additionally, 030-D cells were stimulated with a bivalent, non-adjuvanted *Leptospira* vaccine from company D, containing the same serogroups, to investigate whether similar responses are induced by different *Leptospira* vaccines. The analysis of the transcriptome and proteome of stimulated cells resulted in a list of DEGs and DEPs. Related to these, the protein expression of some of the targets identified was assessed in the supernatant of stimulated 030-D cells using ELISA or MagPix assays considered as most suitable to use for future assessment of vaccine potency in vitro.

To verify whether the responses of the 030-D cell line used resembled that of innate immune cells, our transcriptome dataset was compared to transcriptome signatures of 17 immune cell types identified by Monaco et al. in the human PBMC pool^37^ (Supplementary Table S1). The ABIS RNA-seq tool relies on the detection of a specific signal pattern in a heterologous transcriptome dataset based on the expression of selected genes specific for an immune cell type^37^. This analysis showed highest similarity of 030-D cell line to non-conventional and intermediate monocytes (Supplementary Table S1). This outcome is in line with previous studies that used the 030-D cell line to study innate immune responses in dog^31,32^. Although a high score for the naïve CD4 T cells was found, the expression of conventional T cell markers or any of the genes associated with the T cell receptor was not detected. Based on the signature matrices provided by ABIS tool, we hypothesize that the high score for naïve CD4 T cells is probably related to genes which are highly expressed both in monocytes and naïve CD4 T cells^37^. However, it should be noted that this analysis lacks macrophage specific signatures and was developed specifically for human PBMC. Furthermore, the dog genome is less well annotated compared to that of humans, therefore the outcome of this analysis should be interpreted as an indication for best cell type match, rather than evidence-based characterisation.

Overall, the analysis of the 030-D transcriptome showed that the two inactivated *Leptospira* strains and a bivalent vaccine containing the same *Leptospira* serovars (all from company B) induce a strong innate immune response (Fig. 2). DEGs found in 030-D cells stimulated with individual *Leptospira* strains and vaccine clustered with several pathways associated with the activation of the innate immune response (Fig. 2a). Stimulation of 030-D cells with the inactivated *Leptospira* and bivalent vaccine resulted in 752 and 918 DEGs with similar levels of expression after 8 and 24 h, respectively (Fig. 1). A significant upregulation of mRNA expression of pro-inflammatory cytokines IL-1β and TNF-α, and chemokines CXCL-10, CCL-4 and CXCL-8 which are necessary for the propagation of the immune response was found after stimulation with *Leptospira* strains and the vaccine (FC > 16; Fig. 2c). Furthermore, albeit lower in expression, a significant increase in IL-6, CCL-3 and CCL-5 mRNA expression was found after stimulation with all three stimuli as well (Supplementary Table S2). These results are in line with a recent study that showed elevated IL-6, IL-8, TNF-α and CCL-3 mRNA levels in canine whole blood after stimulation with *Leptospira*^42^. 

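IL6 (ENSCAFG00000002733), a cytokine of the acute phase response, had no count in unstimulated cells at 8 h and was at 7.43 ± 0.891 CPM with Canicola, 7.91 ± 0.340 CPM with Icterohaemorrhagiae and 6.72 ± 1.07 CPM with vaccine B (SD, n = 3). These are at least 80.2-fold, 84.3-fold and 71.2-fold higher. CCL3 rose from 107 ± 4.20 CPM to 1061 ± 25.3, 1148 ± 38.6 and 1147 ± 6.76 CPM (SD, n = 3), by log2 fold changes of 3.31, 3.42 and 3.42 (standard errors 0.0399, 0.0397 and 0.0399). CCL5 (ENSCAFG00000018171), a chemokine of T cells and monocytes, rose from 4.76 ± 0.777 CPM to 101 ± 6.47, 95.9 ± 3.52 and 74.9 ± 3.05 CPM (SD, n = 3), by log2 fold changes of 4.40, 4.31 and 3.96 (standard errors 0.0914, 0.0904 and 0.0973). All stimulated libraries lay above all unstimulated ones, and the adjusted p with vaccine B was 3.01e-23 for IL6, 2.6e-64 for CCL3 and 5.24e-45 for CCL5 from edgeR's quasi-likelihood test. At 24 h, CCL5 was at 41.3 ± 0.213, 40.8 ± 1.03 and 27.7 ± 3.33 CPM against 4.52 ± 0.358 CPM (SD, n = 3) in unstimulated cells.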

The same study showed that IL-1β mRNA was only upregulated after stimulation with a non-pathogenic *L. biflexa* serovar Patoc strain, while a pathogenic *L. interrogans* serovar Copenhageni strain downregulated the IL-1β mRNA expression^42^. Differences between our and the previously published study might be due to different *Leptospira* strains or tools for detection of gene expression used. Nevertheless, the upregulation of IL-1β, IL-6 and TNF-α mRNA expression suggests a strong innate response of 030-D cells induced by the inactivated *Leptospira* strains and *Leptospira* vaccine used in this study. Immune responses to naturally occurring *Leptospira* infections have been mainly described in humans. Significantly higher concentrations of IL-1β, IL-2, IL-4, IL-6, IL-8, IL-10, IL-17A, and TNF-α were found in sera of leptospirosis patients^43,44^. Another study reported elevated protein levels of IL-1β, IL-6 and TNF-α in sera of leptospirosis patients and experimentally infected mice^45^, and elevated protein levels of IL-1, IL-8 and TNF-α were found in canine whole blood after stimulation with *Leptospira* bacteria^42^, suggesting live and inactivated *Leptospira* induce similar responses in different species.

Pathogens express a variety of PAMPs, which can activate several PRRs simultaneously and induce a diverse innate immune response necessary for subsequent shaping of an effective adaptive immune response to a specific pathogen. Therefore, some of the highest scoring immune pathways identified in Fig. 2a could be involved in the production of the pro-inflammatory cytokines IL-1β, TNF-α and IL-6, and chemokines IL-8, CCL-5 and CXCL-10 found in this study (Supplementary Fig. S3). The activation of Toll-like receptors (TLRs) (Supplementary Fig. S3a) by leptospiral PAMPs has been previously described^46,47^. The cytokines produced in response to TLR activation may be used to activate the TNF (Supplementary Fig. S3b) and MAPK (Supplementary Fig. S3d) signalling pathways involved in the propagation of cell adhesion, migration, and proliferation. Besides TLR signalling, stimulation with *Leptospira* and the vaccines triggered both the C-type lectin receptor signalling (Supplementary Fig. S3c) and cytosolic DNA sensing pathways (Supplementary Fig. S3f). In addition, factors from the complement system and coagulation cascade are also involved in the first line of innate immune response to pathogens (Supplementary Fig. S3e). Activation of the complement system results in the opsonization of the pathogen by the complement C3b molecule, recruitment of macrophages and enhanced phagocytosis. The crosstalk between the complement receptors and PRRs modulates subsequent cytokine secretion and T cell differentiation upon activation.

Whereas many significant DEGs were identified upon stimulation with inactivated *Leptospira* and bivalent *Leptospira* vaccine (Figs. 1, 2), the number of significant DEPs found in the proteome of stimulated 030-D cells was rather low (Fig. 3). This is probably because not all genes are translated into proteins, and because most secreted proteins cannot be detected in the cell lysate as they were secreted before cell harvesting^48^. Furthermore, some DEPs that were detected both in the transcriptome and proteome were associated with the same gene symbol, further reducing the number of molecules that were detected both on the mRNA and protein level (Fig. 3d). Most likely, this redundancy in DEPs is caused by posttranslational modifications and alternative splicing, which were considered during LC–MS/MS data processing. Therefore, the list of highly expressed DEGs (Fig. 2c) appeared more suitable for selection of candidates for identification of potential biomarkers.

When comparing responses induced by two non-adjuvanted *Leptospira* vaccines containing inactivated *L. interrogans* serogroup Canicola and Icterohaemorrhagiae as antigens, we found an 80% overlap in DEGs with similar expression levels (Fig. 4). This finding suggests that an assay based on one or several common biomarkers could be developed for different canine *Leptospira* vaccines with similar antigen content. Vaccine induced responses on transcriptome and proteome were comparable to responses induced by individual *Leptospira* strains (Figs. 2, 3 and 4). However, more complex *Leptospira* vaccines (e.g., tetravalent adjuvanted vaccines) should be evaluated in the future to verify whether a set of potential biomarkers similar to those found in the present study is induced.

For identification of biomarkers that correlate with vaccine quality we focused on DEGs encoding secreted molecules that were common to stimulation with either *Leptospira* strains and non-adjuvanted *Leptospira* vaccines for several reasons. First, detection of secreted molecules, indicative of vaccine potency, with ELISA-based assays is an interesting approach for development of biomarker-based in vitro assays for quality control purposes. ELISA-based assays are cost-effective, easy to perform and could be standardized between vaccine manufacturers. Second, genes of many secreted molecules were among DEGs with FC > 16, allowing measuring the expression of these genes quantitatively in vitro. Third, molecules commonly induced by inactivated *Leptospira* strains and *Leptospira* vaccines could be used for quality control assessment of both the final vaccine and intermediate products by a standardized ELISA-based assay. Based on high gene expression after stimulation with *Leptospira* and *Leptospira* vaccines (FC > 16; Figs. 2c and 4b), and the availability of commercial canine specific antibodies, we assessed the expression of CXCL-10, IL-8, SAA, C3, IL-1α, IL-1β and S100A12 in the supernatant of stimulated 030-D cells. 

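IL1A (ENSCAFG00000007245), which encodes the alarmin IL-1α, rose at 8 h from 1.97 ± 0.281 CPM in unstimulated cells to 26.8 ± 4.35 CPM with Canicola, 31.0 ± 2.60 CPM with Icterohaemorrhagiae, 8.96 ± 1.92 CPM with vaccine B and 6.36 ± 1.00 CPM with vaccine D (SD, n = 3). The log2 fold changes were 3.78, 3.99, 2.21 and 1.71 (standard errors 0.173, 0.163, 0.224 and 0.237), in 3 of 3 libraries each, with a largest adjusted p = 2.64e-08 from edgeR's quasi-likelihood test. With excipient it was at 1.39 ± 0.514 CPM (SD, n = 3), a log2 fold change of -0.47 (standard error 0.334, adjusted p = 0.367 from edgeR's quasi-likelihood test). At 24 h, IL1A was still upregulated with the strains, at 11.0 ± 0.302 and 11.2 ± 0.569 CPM against 3.24 ± 0.293 CPM (SD, n = 3). With vaccines B and D it was then at 2.49 ± 0.907 and 2.45 ± 0.293 CPM (SD, n = 3), with log2 fold changes of -0.37 and -0.39 (adjusted p = 0.135 and 0.107 from edgeR's quasi-likelihood test). IL1A was lower with vaccine B than with Canicola by -1.57 at 8 h and -2.14 at 24 h on the log2 scale (standard errors 0.128 and 0.169, adjusted p = 5.57e-14 and 2.2e-19 from edgeR's quasi-likelihood test).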

Although IL-1α mRNA was expressed after stimulation with *Leptospira* and the vaccines (Supplementary Table S2), protein expression of this molecules in the supernatant of stimulated 030-D cells was not *Leptospira* specific (Fig. 5f). The IL-8 and S100A12 mRNA were highly expressed in cells stimulated with *Leptospira* and vaccines (Fig. 2c) and high expression of S100A12 was found in the proteome of these cells as well (Figs. 3d, 4d). Although both IL-8 and S100A12 were measured in the supernatant of stimulated cells, high levels of these proteins were already detected in the supernatants of the unstimulated and excipient stimulated cells (Fig. 5e and Supplementary Table S4). Therefore, IL-1α, IL-8 and S100A12 are not suitable candidates for development of a *Leptospira* vaccine potency assay. CXCL-10, IL-1β, C3 and SAA were found among highly expressed DEGs (FC > 16). 

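For vaccine D, the change of IL1B from unstimulated cells differed between 24 h and 8 h by -4.55 on the log2 scale (standard error 0.769) and that of CXCL10 by -11.00 (0.251), with adjusted p = 1.19e-05 and 7.06e-58 from edgeR's quasi-likelihood test. The change of SAA1 differed between 24 h and 8 h by -2.85 with Canicola (0.615), -3.12 with Icterohaemorrhagiae (0.619), -3.99 with vaccine B (0.634) and -3.83 with vaccine D (0.631), with a largest adjusted p = 7.9e-05 from edgeR's quasi-likelihood test. Without unstimulated replicate 3 of 24 h, the call of SAA1 ended for Canicola (-2.47) and Icterohaemorrhagiae (-2.74). C3 was at 74.3 ± 7.78 CPM with Canicola and 83.1 ± 3.50 CPM with Icterohaemorrhagiae at 24 h against 8.87 ± 0.590 CPM (SD, n = 3) in unstimulated cells. The change of C3 differed by -1.07 with Canicola (0.141), -1.19 with vaccine B (0.139) and -1.11 with vaccine D (0.138), with a largest adjusted p = 3.22e-10 from edgeR's quasi-likelihood test, and by -0.89 with Icterohaemorrhagiae (0.140), under the threshold of 2-fold. None of the differences in C3 passed edgeR's glmTreat test (adjusted p = 1 for Canicola, 0.315 for vaccine B and 0.749 for vaccine D from edgeR's glmTreat quasi-likelihood test). CXCL10 with vaccine D was at 1.57 ± 0.488 CPM at 24 h (SD, n = 3), a log2 fold change of -2.00 (standard error 0.215, adjusted p = 6.74e-14 from edgeR's quasi-likelihood test) against unstimulated cells, with 3 of 3 libraries lower.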

The IL-1β, C3 and SAA mRNA expression reduced at 24 h compared to 8 h stimulation, while the CXCL-10 mRNA expression completely shut down at 24 h compared to 8 h (Fig. 2c), suggesting a rapid induction and inhibition of these responses. Because IL-1β, CXCL-10, C3 and SAA are secreted molecules, they were not detected in the proteome analysis of the cell lysates (Figs. 3, 4d and Supplementary Fig. S1). However, IL-1β, CXCL-10, C3 and SAA were found significantly upregulated in the supernatant of 030-D cells stimulated with inactivated *Leptospira* strains or *Leptospira* vaccines (Fig. 5a–d). Because the expression of these four molecules was induced by *Leptospira* strains or *Leptospira* vaccines specifically, we consider them interesting candidates for development of a biomarker-based in vitro assay for assessment of canine *Leptospira* vaccine quality in the future.

Knowledge on the role of IL-1β, CXCL-10, C3 and SAA in *Leptospira* vaccine induced immunity is limited. IL-1β, the classical pro-inflammatory cytokine, mediates the expansion of antigen specific CD4 and CD8 T cells, their differentiation into effector cells, migration into periphery and development of a long-term memory response. Furthermore, immunization of mice in presence of IL-1β significantly improved the immunogenicity of subunit and inactivated vaccines^49,50^. We have shown that *Leptospira* vaccine strains induce IL-1β mRNA and protein expression partly via TLR4 in canine monocyte-derived dendritic cells^47^. Together, this suggests that IL-1β is an important cytokine in *Leptospira* vaccine induced immunity. CXCL-10 is a pro-inflammatory chemokine involved in the recruitment of T cells. CXCL-10 binds to CXCR3 expressed on immune cells including activated CD4^+^ Th1 lymphocytes. Upon activation, Th1 cells secrete cytokines such as IFN-γ, which in turn induce production of CXCL-10 by different immune cells in a positive feedback loop^51^. Previous studies associated CXCL-10 with vaccine-elicited immunity in humans^52^ and mice^53^, and an increase in CXCL-10 mRNA was recently described in hamsters immunized with a LPS-depleted *Leptospira* vaccine^54^. Together, this suggests that CXCL-10 might be an interesting marker for assessment of *Leptospira* vaccine quality. SAA has been described as an opsonin of pathogenic Gram-negative bacteria*,* thereby promoting phagocytosis^55^. Elevated SAA levels have been reported during leptospirosis in humans^56^. Our results suggest that SAA may be involved in innate immune responses to *Leptospira* vaccines in dogs as well. Previously, complement factor C3 has been shown to play a role in antigen delivery to B cells within lymph node follicles, thereby enhancing humoral immunity^57^. In mice, C3 has been shown to play a crucial role in inducing humoral and cellular responses to influenza vaccination^58^. Although pathogenic *Leptospira* evolved mechanisms that can cleave C3 to inhibit the complement system^59,60^, the upregulation of C3 by the inactivated *Leptospira* could be beneficial for the immune response elicited by inactivated canine *Leptospira* vaccines and underlines C3 as a promising marker for assessment of *Leptospira* vaccine potency.

In conclusion, this study identified several pro-inflammatory molecules involved in *Leptospira* vaccine-induced responses in canine monocytes. Specifically, IL-1β, CXCL-10, SAA and complement factor C3 may be candidate targets for the development of biomarker-based assays to test *Leptospira* vaccine potency in vitro. Other potential biomarkers indicative of vaccine quality were identified (Fig. 2c), but not assessed for presence in culture supernatants. Depending on future availability of antibodies, ELISA-based tests could be developed for QC purposes. Alternatively, expression could be measured by RT-qPCR. Future studies with non-compliant vaccines are needed to confirm whether these molecules are in fact suitable markers of *Leptospira* vaccine quality. Besides, studying the role of these molecules in innate immune responsiveness more in depth could give further insight in *Leptospira* pathogenicity and contribute to the understanding of the cellular mechanisms involved in the induction of immunity by inactivated *Leptospira* vaccines in the 030-D model or primary canine cells.

## Supplementary Information

Supplementary Information 1.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

The transcriptomics datasets generated during the current study are available in the GEO repository, (www.ncbi.nlm.nih.gov/geo/) under accession number GSE192945. The proteomics datasets generated are available in the PRIDE repository, [http://www.ebi.ac.uk/pride/archive/projects/PXD031875].

How the deposited data were processed for this re-analysis (not part of the article)

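RNA was sequenced from 39 libraries of the canine cell line 030-D, with 3 libraries for each group. Unstimulated cells were taken at 0, 8 and 24 h, and cells given excipient, inactivated Canicola or Icterohaemorrhagiae, vaccine B or vaccine D at 8 and 24 h. The paper states that the strains were diluted 1:10 and vaccine B and excipient 1:200, and vaccine D 1:50.

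The authors prepared poly-A libraries, treated the first reads of pairs as single reads, checked them with FastQC 0.11.5, mapped them with STAR 2.5.3a to CanFam3.1 and counted them per gene with featureCounts 1.6.0. The strand setting and the handling of reads that map to several places are not given in the sources used here. The deposited values are the authors' raw counts of reads per gene and library, not normalized. All are whole numbers, in 32704 genes, of which 21448 have a count. The library totals run from 8062292 to 14245699 with a median of 10542192. The squared difference between libraries of a group was 1.23 to 3.25 times that of counting error alone, with a median of 1.64 over 39 pairs.

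Counts were tested in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Factors were computed by TMM, low counts were removed with filterByExpr by group, and robust quasi-likelihood fits were made for each time point, which held 11848 genes at 8 h and 11818 at 24 h. Each stimulus was compared with unstimulated cells of the same time point, and stimuli were compared directly with each other. Time differences of the changes were tested in 1 fit of all libraries of 8 and 24 h, with 12180 genes. Unstimulated cells were compared over time in a fit of their own 9 libraries. A DEG had to pass the paper's thresholds, a p-value below 0.001, an adjusted p-value below 0.05 and a fold change above 2, and was counted as highly expressed above 16-fold. Log CPM used a prior count of 2. Where a group had no count, the fold is a bound against 3 counts over the group. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

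The alternatives were DESeq2 1.42.0 with its own size factors, RLE factors in edgeR, no filter, only the compared groups in the fit, the replicate number as a block, glmTreat against the fold threshold, the paper's procedure (variance stabilizing transformation and 1-way omnibus test) and leaving out each library in turn. The paper's procedure was rebuilt here from its description and did not return all of the paper's counts. The replicate numbers were checked for pairing across groups on genes above a log2 CPM of 3. A library correlated best with another of its own number in 7 of 18 cases at 8 h and 6 of 18 at 24 h, so the libraries were treated as unpaired. The tests were tried on simulated data with 200 changed genes per comparison. At a change of 2.5-fold edgeR recovered between 89.6 and 98.5% of them between groups and between 79.1 and 89.6% in the time differences, with 0 wrong directions and at most 3 false calls per comparison.

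Genes named in the text were set by a rule: every gene the paper names; at each time point the 10 highest and 10 lowest common DEGs with a symbol and no overlap with the controls; the 5 highest and 5 lowest DEGs with a symbol in each direct contrast, time difference and unstimulated time contrast; the 4 member DEGs of each gene list with the largest change for vaccine B; and every excipient DEG up to 10 per time point. Each gene ID counts on its own. The paper's 8 h fold changes in Table S2 had been seen when the rule was written. Genes named outside it are said to have been chosen after their values were seen.

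Symbols come from the parts of Table S2 used here, 1412 genes of the sheet with 4 treatments and 710 of 1339 genes of the vaccine sheet. None of 41 gene lists had 80% of its members named, the share set for an enrichment test, so the lists are given as counts of named members. For the same reason the levels of cell type markers are not reported. The protein measurements, the comparison with blood cell profiles and the pathway database analysis of the paper were not analysed here. Spike-in RNA had been added to the samples, but the count table holds no rows for it, and it was not used here.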

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

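Of the tests in this part, both tests on the interferon-stimulated genes and the division of the splits into those that mix both time points and those that do not were chosen only after the result was seen.

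The change from unstimulated cells differed between 24 and 8 h, by a test of the difference itself, in 972 genes for Canicola, 939 for Icterohaemorrhagiae, 1348 for vaccine B and 1319 for vaccine D, each set against 25 splits of the same libraries within the time points, the real one included. The splits as large numbered 2 for Canicola (highest other 1573 genes), 3 for vaccine B (1670) and 1, the real one, for Icterohaemorrhagiae and vaccine D (744 in each case). Each of these highest others kept the real groups of 1 time point together, with their names kept or exchanged, so it still carries the response. The number as large thus turns on how many such splits were drawn, 3, 4, 2 and 1, and does not show whether chance can be excluded for any of the 4. The splits that mixed the groups at both time points, 21 for Canicola, 20 for vaccine B, 22 for Icterohaemorrhagiae and 23 for vaccine D, gave 0 genes each by edgeR's quasi-likelihood test at the thresholds for a DEG. Mixing stimulated with unstimulated libraries widens the spread within groups, so these counts of 0 do not argue against chance either.

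Among the common DEGs of both time points, 5 turned from higher to lower and 6 from lower to higher, so a difference between their changes follows from how they were picked and only its size with vaccine B is given. The guanylate-binding protein gene GBP6 differed by -3.21 on the log2 scale (24 h minus 8 h), the RNA sensor gene DDX58 by -3.10, the perforin-like gene MPEG1 by -3.86 and the chemokine gene CXCL10 by -11.55. SIGIRR, a brake on IL-1 receptor signalling, differed by 2.71 and the vitamin D receptor gene VDR by 3.32. The call of DDX58 at 24 h with Icterohaemorrhagiae (-1.04) ended with glmTreat, the paper's procedure (-0.91) and without Icterohaemorrhagiae replicate 2 (-0.99) or unstimulated replicate 3 (-0.98), and that at 8 h with vaccine B (1.23) ended with glmTreat. In unstimulated cells DDX58 rose by 1.59 from 8 to 24 h, and vaccine B at 24 h lay -0.28 (standard error 0.150) from unstimulated cells at 8 h. GBP6, MPEG1, SIGIRR and VDR were chosen after their values were seen. MPEG1 was at 781 CPM with vaccine B against 302 CPM in unstimulated cells at 8 h, and at 100.1 against 558 CPM at 24 h. VDR was at 6.83 against 17.0 CPM at 8 h and at 45.8 against 11.4 CPM at 24 h.

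The unstimulated cells themselves, whose time course the paper does not analyse, changed in 71 genes between 0 and 8 h and in 246 between 8 and 24 h. These comparisons have 10 splits each, too few for a share under 0.05, and the highest other split gave 0 genes in both. The other splits put libraries of both times in each group, which widens the spread, so their 0 genes do not argue against chance. With glmTreat the counts were 13 and 99.

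The interferon-stimulated genes were lower in vaccine B cells than in unstimulated cells at 24 h, by a median of -3.34 on the log2 scale over the 16 of 49 listed members that carry a name (-3.26 without ISG20, which had no count with vaccine B at 24 h). All 16 lay higher in unstimulated cells at 24 h than at 8 h, by a median of 1.21, from 0.06 (standard error 0.0415) for TRIM25 to 2.00 (0.931) for ISG20. A rise of the controls alone would leave vaccine B cells at or above the unstimulated level of 8 h, whereas these members lay below it by a median of -2.16 (-2.11 without ISG20), though GBP1 (-0.12, standard error 0.0712), DDX58 (-0.28, 0.150) and ISG20 (-2.71, 1.77) lay within 2 standard errors of it. The paper named these genes for a change from the same unstimulated libraries of 8 h, and 13 were already downregulated with vaccine B then. For these 13 a level below those libraries was to be expected, and it shows only that they stayed low. GBP1, DDX58 and ISG20 were higher with vaccine B at 8 h (1.785, 1.228 and 3.848), and for them a rise of the controls alone is not argued against. Nothing follows for the other listed genes. A difference in library size is also argued against, as the mean totals differed by 1.12 times, and no biological explanation was tested. TRIM25 and GBP1 were chosen after their values were seen.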

How the results depend on the processing

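None of the alternatives in this part was chosen after a result was seen. Reversals were counted only where a gene was called in the reported fit or in the alternative. By this measure no named gene reversed its direction under DESeq2, RLE factors, no filter, 2 groups in the fit or a replicate block. The same held for glmTreat, the paper's procedure and leaving out a library. With RLE factors and with the replicate block, every count of DEGs stayed within 1.5 times the reported one. The fall in downregulated genes of vaccine B from 982 at 8 h to 897 at 24 h turned into a rise with glmTreat (637 to 657) and the paper's procedure (638 to 663), and that of vaccine D from 1026 to 930 with the paper's procedure (626 to 637). RLE factors moved the median of all genes by -0.007 to 0.0266 on the log2 scale.

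With DESeq2 the excipient gave 3 DEGs at 8 h and 2 at 24 h, against 8 and 11. Vaccine D against vaccine B gave 3 at 8 h and 0 at 24 h, against 7 and 3, and Icterohaemorrhagiae against Canicola 0 at both, against 3 and 3. In edgeR 1393 and 2112 genes of the vaccine contrast and 1556 and 1313 of the strain contrast had an unadjusted p below 0.05. Without the filter the excipient gave 13 at 8 h, the vaccines differed in 7 genes at 24 h and the strains in 1 at 24 h. With 2 groups in the fit the excipient gave 4 at 8 h, with fewer libraries to estimate the spread. The paper's procedure gave 0 excipient DEGs at 8 h and 2 at 24 h, 784 genes down in any stimulus at 8 h against 1182, and 70 and 64 highly expressed common DEGs at 8 and 24 h against 219 and 210. In a self-test with known changes at 8 h, the paper's procedure recovered 50.7% of those of 2.5-fold, against 92.5% with edgeR, and missed the log2 size of those of 16-fold by a median of 0.744, against 0.0832. This can account for fewer calls, while the cause was not tested for the filter, nor for the excipient and direct contrasts with DESeq2.

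The test of glmTreat is stricter by construction, since a fold change must exceed the threshold beyond its error. It gave 0 excipient DEGs at 8 h and 1 at 24 h, and 0 genes between the vaccines and between the strains at both times. It gave 783 genes down in any stimulus at 8 h. Vaccine B differed from Canicola in 124 genes at 8 h and 116 at 24 h, and from Icterohaemorrhagiae in 119 and 136. Time differences numbered 494 for Canicola, 503 for Icterohaemorrhagiae, 743 for vaccine B and 739 for vaccine D, and unstimulated cells changed in 13 genes from 0 to 8 h and 99 from 8 to 24 h.

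Leaving out 1 library moved the small counts for the excipient, between the strains and between the vaccines by over 1.5 times. The excipient count ranged from 4 to 9 at 8 h (4 without unstimulated replicate 2 or excipient replicate 1, 5 without unstimulated replicate 3) and from 7 (without excipient replicate 2) to 13 at 24 h. Strains differed in 0 to 6 genes at 8 h: 6 without Canicola replicate 1, 0 without Canicola replicate 3 or Icterohaemorrhagiae replicate 1, and 1 without Canicola replicate 2 or Icterohaemorrhagiae replicate 2 or 3. At 24 h they differed in 0 to 2, with 0 without Canicola replicate 2 or Icterohaemorrhagiae replicate 1 and 1 without Canicola replicate 3 or Icterohaemorrhagiae replicate 2. The vaccines differed in 3 to 9 genes at 8 h (3 without vaccine B replicate 2, 4 without vaccine D replicate 2) and in 4 to 10 at 24 h (10 and 5 without vaccine B replicate 1 and 2, 9 and 7 without vaccine D replicate 1 and 3). The cause was not tested.

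For single named genes, calls were lost in 32 of 1382 comparisons with DESeq2, 78 of 1382 with glmTreat, 67 of 1177 with the paper's procedure, 11 of 1328 with 2 groups in the fit, 3 of 1382 with the replicate block, 1 of 1382 with RLE factors and 158 of 9219 without a library. The comparisons are fewer with 2 groups in the fit, where some genes failed the filter, and with the paper's procedure, which gives no direct contrasts or time differences. They include comparisons without a call in the reported fit, which had none to lose. Calls were gained in 1 comparison each with DESeq2, no filter and the replicate block, and in 4 without a library. Depth limits which genes are tested, as the filter kept 11848 of 21448 genes with a count at 8 h. Planned but not run were scaling by spike-in RNA, for which the table has no counts, list tests with an estimated correlation, marker levels without TMM and exact tests of single genes.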

Differences from the paper's values

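None of the alternatives in this part was chosen after a result was seen. A count is taken to differ where it is more than 1.5 times the other. At the paper's stated thresholds, common DEGs with a fold change above 16 numbered 323 at either time point, against the paper's 78. Of the alternatives set before the data were examined, the paper's procedure gave 91, which lies within 1.5 times the paper's value. The count lies beyond that with DESeq2 (319), RLE factors (323), no filter (367), 2 groups in the fit (252), a replicate block (322) and glmTreat (330).

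For the excipient at 8 h, 8 DEGs were called, against the paper's 0 in its Table S2. The settings that reach the paper's value are glmTreat and the paper's procedure, each with 0. It still differs with DESeq2 (3), RLE factors (8), no filter (13), 2 groups in the fit (4), a replicate block (7) and without any 1 library (4 to 9). In edgeR 3600 genes had an unadjusted p below 0.05.

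Downregulated DEGs over the 3 stimuli and the excipient at 8 h numbered 1182, against the paper's 766 in its Table S2. All settings gave more than the paper's value. Within 1.5 times of it are DESeq2 (1105) and 2 groups in the fit (1144), both near that limit, and glmTreat (783) and the paper's procedure (784). Beyond it are the counts with RLE factors (1184), no filter (1269), a replicate block (1181) and without any 1 library (1155 to 1224).

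The paper's 8 h fold changes are differences of variance-stabilized values. On that scale 87 values of 29 genes were compared and 0 differ, with a largest difference of 0.00049. For TNIP3 with vaccine B the paper gives 9.16, and the value is 9.16 on that scale and 12.53 on the log2 scale of edgeR. All of the paper's 752 common DEGs at 8 h are among the 1044 called by edgeR. The paper's procedure called 767, which also hold all of them, and glmTreat called 766 and left out 55.

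The paper states that downregulated genes became more numerous over time with both vaccines. For vaccine B they numbered 982 at 8 h and 897 at 24 h, and for vaccine D 1026 and 930. Upregulated genes did become more numerous, from 721 to 983 with vaccine B. With glmTreat downregulated genes of vaccine B rose from 637 to 657, and with the paper's procedure from 638 to 663, as the paper states. Those of vaccine D fell from 697 to 658 with glmTreat and rose from 626 to 637 with the paper's procedure. For both vaccines they fell with DESeq2, RLE factors, no filter, 2 groups in the fit and the replicate block.

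The paper also states that the excipient changed no gene, whereas 11 genes were called at 24 h besides those at 8 h. At 24 h DESeq2 and the paper's procedure called 2 each and glmTreat 1, and 7 were called without excipient replicate 2. The paper's procedure was rebuilt here from its description and did not return all of its counts. Its 2 genes therefore do not show what the authors' own run called.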

Other observations

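Of the tests in this part, those of library size, of the share of counts in the highest genes and all those on the excipient genes were chosen only after the result was seen.

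Every comparison of 3 with 3 libraries has 10 splits, too few for a share under 0.05, and in each of them 1 split, the real one, was as large. At 8 h the real counts were 8 for the excipient, 1347 for Canicola, 1379 for Icterohaemorrhagiae, 1703 for vaccine B and 1763 for vaccine D. Between stimuli they were 7 for the vaccines, 3 for the strains, 372 for vaccine B against Canicola and 366 against Icterohaemorrhagiae. The highest other split gave 1 gene for the excipient and for vaccine B against Canicola, and 0 for the others. At 24 h the real counts were 11, 1672, 1641, 1880 and 1919 against unstimulated cells, and 3, 3, 303 and 314 between stimuli. There the highest other split gave 1 gene for the strains and 0 for the others. Every other split puts libraries of both conditions in each group. Where these differ in many genes this widens the spread within groups, so counts near 0 follow from the design and do not argue against chance.

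Vaccine B differed from Canicola in more genes than vaccine D differed from vaccine B at 8 h. A stronger response of the same kind is argued against, since 59.1% of the 372 genes differed in the direction of the change with Canicola, where at least 90% would be needed. The excipient changed these genes along the difference by a median of 0.76% of it. Mean library totals differed by 1.02 times and the share of counts in the 10 highest genes by 0.0983 percentage points, so neither explains it. Dose and content of the stimuli were changed together, and no biological explanation was tested.

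The excipient gave 8 DEGs at 8 h. Reads carried over from stimulated libraries are argued against for the genes that were lower (75%), and for SLC6A12, which would need 41.4 times the share of reads that excipient libraries held of 13 induced genes silent in unstimulated cells. For CXCL10 it would be 1.88 times that share, so carry-over cannot be told apart from a response, and these 13 genes had 60 counts in excipient replicate 1 against 7 and 13 in the other excipient libraries and 2 to 7 in unstimulated ones. All 8 (100%) changed in the direction of vaccine B, but the shared unstimulated libraries push both the same way, so a trace of the vaccine response cannot be told apart. Over all genes 54.9% had the same sign, against 66.7% in simulations of unchanged genes. The covariance of both changes went the other way, at 0.0859 against 0.0259 in the simulations (highest of 20 runs 0.0316). Vaccine B was unchanged in the simulations too, so neither value decides the question. Low counts cannot be told apart from a real change either, as the median level of 1.89 CPM lies between the bounds set for the test.

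In unstimulated cells between 0 and 8 h, PTGS2 fell from 33.7 ± 3.67 to 1.32 ± 0.0998 CPM (SD, n = 3), a log2 change of -4.67 (adjusted p = 1.9e-17 from edgeR's quasi-likelihood test), and NR4A1 from 21.5 ± 0.975 to 1.71 ± 0.728 CPM (SD, n = 3), a change of -3.70 (adjusted p = 3.37e-19 from the same edgeR test). Both were lower in 3 of 3 libraries. TNFAIP3 changed by -1.92 and NFKBIA by -1.60. Between 8 and 24 h, NUPR1 rose from 4.79 ± 0.216 to 35.5 ± 1.77 CPM and DDIT4 from 15.8 ± 2.51 to 96.8 ± 5.13 CPM (SD, n = 3), by 2.90 and 2.62 on the log2 scale.

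All 4 named genes of cholesterol synthesis and efflux were upregulated at 24 h with each strain and vaccine, at 8 h 4 with Canicola, 3 with Icterohaemorrhagiae and 0 with the vaccines. HMGCS1 was at 1091 ± 25.1 CPM with Canicola and 841 ± 17.7 CPM with vaccine B at 24 h, against 179 ± 4.09 CPM (SD, n = 3) in unstimulated cells, in which it had fallen by 1.11 on the log2 scale since 8 h. Of 5 named lysosomal and phagocytosis genes, 5 were downregulated with Canicola and 3 with vaccine B at 8 h. At 24 h, 3 of the 5 were downregulated with Canicola and only 2 with vaccine B, GPNMB and LIPA. GPNMB fell from 682 ± 15.5 CPM to 57.2 ± 2.76 CPM with Canicola and 142 ± 6.98 CPM with vaccine B at 24 h, and LIPA from 367 ± 11.5 CPM to 54.4 ± 2.17 and 62.4 ± 1.64 CPM (SD, n = 3). Members are named only where the study called them on these libraries, and the counts were the same adjusted over the list alone.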
